# A phased genome of the highly heterozygous ‘Texas’ almond uncovers patterns of allele-specific expression linked to heterozygous structural variants

**DOI:** 10.1093/hr/uhae106

**Published:** 2024-04-09

**Authors:** Raúl Castanera, Carlos de Tomás, Valentino Ruggieri, Carlos Vicient, Iban Eduardo, Maria José Aranzana, Pere Arús, Josep M Casacuberta

## Abstract

The vast majority of traditional almond varieties are self-incompatible, and the level of variability of the species is very high, resulting in a high-heterozygosity genome. Therefore, information on the different haplotypes is particularly relevant to understand the genetic basis of trait variability in this species. However, although reference genomes for several almond varieties exist, none of them is phased and has genome information at the haplotype level. Here, we present a phased assembly of genome of the almond cv. Texas. This new assembly has 13% more assembled sequence than the previous version of the Texas genome and has an increased contiguity, in particular in repetitive regions such as the centromeres. Our analysis shows that the ‘Texas’ genome has a high degree of heterozygosity, both at SNPs, short indels, and structural variants level. Many of the SVs are the result of heterozygous transposable element insertions, and in many cases, they also contain genic sequences. In addition to the direct consequences of this genic variability on the presence/absence of genes, our results show that variants located close to genes are often associated with allele-specific gene expression, which highlights the importance of heterozygous SVs in almond.

## Introduction

Almond [*Prunus dulcis* (Miller) D.A. Webb, syn. *P. amygdalus* (L) Batsch] is the most important tree nut crop in terms of commercial production and in the last years its production has duplicated, arriving in 2021 to 1.76 kernel million tons worldwide. In addition to its economic importance, almond shows a high nutritional value and a high adaptability to different environments and irrigation regimes. Almond belongs to the *Rosaceae* family and the *Prunus* genus, together with other important species as peach (*P. persica*), apricot (*P. armeniaca*), sweet cherry (*P. avium*), Japanese plum (*P. salicina*), European plum (*P. domestica*), and sour cherry (*P. cerasus*).

Unlike for the other species of the genus, almond was domesticated for its seed or kernel and not for its fleshy mesocarp. Modern almond breeding started in the 1920s. The first breeding programs were based on classical breeding, making controlled crosses to develop new almond varieties with superior performance and being self-compatible and with a late blooming date. Nowadays, many traditional cultivars have been or are being substituted by these new commercial gene pool with a lower genetic diversity [1].

Almond marker–assisted breeding is in its infancy and very few traits as self-compatibility, sweet kernel, and late blooming are being selected with molecular markers [1]. To speed up this process, in the last years, three reference genomes of three different cultivars, cv. Lauranne [2], cv. Texas [3], and cv. Nonpareil [4], and a 60K almond SNP array [5] have been published. These whole genome sequences, together with others from other *Prunus* species including peach [6], sweet cherry (*P. avium* L.) [7], mume (*P. mume* L.) [8], apricot (*P. armeniaca*) [9], Japanese plum [10], and *P. yedoensis* [11] have been made available in the Genome Rosaceae Database [12].

While self-compatibility is a common feature of modern almond varieties [1], most traditional almond varieties are self-incompatible and, as a consequence, the level of variability of almond is very high. As none of the available reference genome sequences of *Prunus* species, including almond, is phased, they are in all cases a collapsed representation of the genome of the sequenced genotype. However, interallelic interactions are crucial to understand phenotypic variation and heterosis [13] and therefore, having information of the different haplotypes and their interactions is essential in order to understand the genetic basis of trait variability. Here, we present a phased assembly of genome of the almond cv. Texas. In addition of the haplotype information, this new assembly, which we have called Texas v.3.0, has 13% more assembled sequence than the previous version of the Texas genome (Texas v.2.0) [3]. Our analysis shows that the Texas genome has a high degree of heterozygosity, both as SNP, short indel, and structural variant (SV) level. These SVs are frequently related to heterozygous TE insertions and in some cases also contain genic sequences. We show here that the variants predicted of high impact tend to be associated with allele-specific expression (ASE), which highlights their importance on gene regulation.

## Results

### An improved and phased assembly of Almond cv. Texas genome

We used a combination of 260X coverage of PacBio long reads and 172X coverage Hi-C Illumina short reads for genome assembly. Our pipeline included Falcon-unzip to assemble contigs and phased associated contigs (haplotigs), followed by polishing, duplicate purging, scaffolding, and phasing (Supplementary Fig. S1). We assembled a total of 250 Mb in 362 primary contigs and 128 Mb in 1345 haplotigs, and Hi-C data were used to fix phase switches between haplotigs within primary contigs. Chromosome-scale assembly was achieved by mapping the resulting 80 scaffolds and 99 additional contigs to linkage groups using the genetic map of *Texas* × *Earlygold* [14] and Texas v.2.0 assembly. As a result, we obtained a phased genome assembly (Texas v.3.0) that spanned 254.02 Mb for phase-0 (hereafter referred as P0) and 252.65 Mb for phase-1 (hereafter referred as P1), containing 97.3% of the total contig sequence anchored to eight pseudomolecules. In comparison to the previously available Texas v.2.0 reference genome [3], which is a collapsed representation of the two haplotypes, the Texas v.3.0 assembly contains up to 13.2% more contig sequence (30 Mb more for P0 and 29.93 Mb for P1). This increase in assembled sequence is homogeneously distributed among the eight chromosomes and is accompanied by a concomitant reduction of unplaced contig sequence (Supplementary Fig. S2). The sequence contiguity is strongly improved, with an average of 11.5× higher contig N50 with respect to Texas v.2.0 (Table 1), and this improvement correlates with a strong increase of the LTR Assembly Index (LAI) score, a common indicator of assembly quality (Table 1), with a figure that corresponds to the category of ‘gold quality genome’ as proposed by the developers [15]. The results of BUSCO (Benchmarking Universal Single-Copy Orthologs) [16], evidenced an increased completeness at the gene level in comparison to Texas v.2.0, with 96.9 and 97.7% of BUSCO complete genes in P0 and P1, respectively (95.4% in Texas v.2.0), and <2% of BUSCO missing genes (Table 1).

**Table 1:** Genome assembly and annotation statistics

**Feature**	**Texas v.3.0 Phase 0**	**Texas v.3.0 Phase 1**	**Texas v.2.0**
Assembly length (Mb)	254.02	252.65	227.59
Pseudomolecule N50 (Mb)	30.53	30.47	24.8
Contig	362	362	4395
Contig L50	62	61	511
Contig N50 (Mb)	1.21	1.19	0.104
Max. Contig length (Mb)	7.01	7.01	1.31
Percent anchored to pseudomolecules	98	98	91.47
Gap (%)	0.01	0.01	1.72
LAI index	20.58	20.92	8.15
BUSCO complete genes (%)	96.9	97.7	95.4
BUSCO fragmented genes (%)	1.4	0.9	1.0
BUSCO missing genes (%)	1.7	1.4	3.6
Number of protein-coding genes	28 625	29 616	27 969
Genes with Pfam domain^*^	22 892 (79%)	23 413 (79%)	21 582 (77%)
Gene density (genes/Mb)	113	117	123
Mean CDS length	1153	1122	1244
Mean exons per transcript	5.3	5.3	5.4

^*^e-value <0.05 | FDR < 5%.

As expected, the new assembly shows high overall collinearity with that of Texas v.2.0 (Supplementary Fig. S3). However, we found some structural variations when comparing P1 and P0 against Texas v.2.0, being 95% insertions and deletions with a mean size of 1015 bp (Supplementary Table S1). A search for the 166-bp centromeric repeat previously described for *Prunus* species (including almond) [17] showed that the number of copies of this repeat is 8.9-fold higher in Texas v.3.0 with respect to Texas v.2.0, indicating a much better assembly of centromeric regions. The 166-bp centromeric repeat sequence localizes in sharp single peaks in five out of the eight chromosomes, which potentially correspond to the centromeres (Fig. 1). This result and the fact that the regions surrounding the 166-bp centromeric repeat peaks in Texas v.3.0 contain a high number of LTR-retrotransposons (LTR-RT) that were not annotated in Texas v.2.0 (see below) suggest that the structure of the centromeres is much better resolved in Texas v.3.0 as compared with Texas v.2.0.

**Figure 1:**
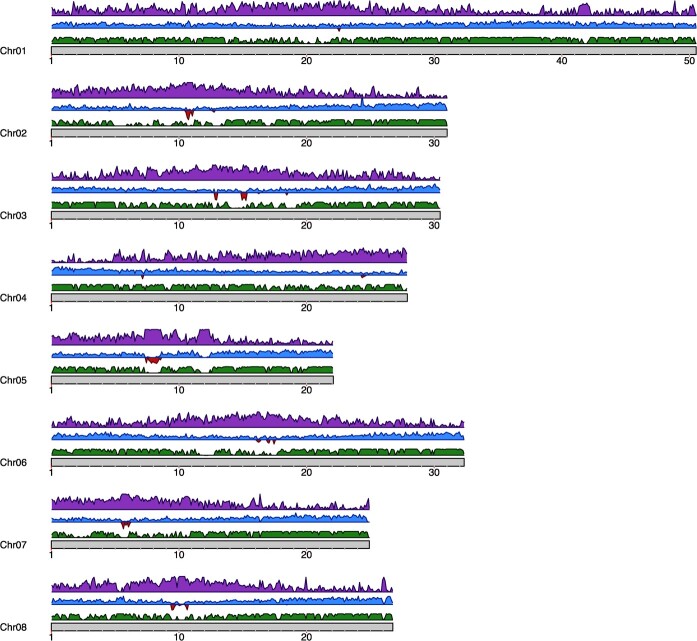
Density of genomic features of *P. dulcis* Texas v.3.0 chromosome-level assembly. Green tracks (lower tracks) represent the genome alignment of Texas v.2.0 against Texas v.3.0. Centromeric repeats are shown in red (middle tracks, facing downwards), genes in blue (middle tracks, facing upwards), and transposable elements in purple (upper traks). Density was calculated in windows of 100 Kb of sequence.

In general, highly repetitive regions, containing tandemly repeated genes and transposable elements (TEs) are more difficult to assemble using short-read-based approaches, as it was the case of the Texas v.2.0 assembly, and are better assembled in this new Texas v3.0 assembly. As an example, we show the locus *Vr3* containing the powdery mildew resistance gene in almond [18]. As it can be seen in Supplementary Fig. S4, this locus was heavily scrambled in the Texas v.2.0 assembly whereas it appears as highly syntenic with peach in the Texas v.3.0 assembly, suggesting that the structure of this locus is now better resolved. The gene annotation (see below) of this region resulted in 10 newly annotated genes in Texas v3.0 assembly (Supplementary Data S1). This new assembly and genome annotation should help determining the gene underlying the *Vr3* resistance to powdery mildew.

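Supplementary Data 1 lists 28 genes of the *Vr3* region in Texas v3.0, and 11 of them have no equivalent in Texas v.2.0 beside them. The paper's text gives 10 newly annotated genes for this region, and the reason for the difference is not known here. The list places the 28 genes on chromosome 2 of Phase-0, from position 16027406 to 16250205. Their expression was taken from the RNA-seq counts of cv. Texas flower and fruit (3 libraries each), matching the genes to the count table by the number in their name. The list gives the names with the prefix TexasF1 and the count table with TexasF0, and that equal numbers stand for the same gene is assumed here. No read was counted in the 6 libraries for 8 of the 28 genes, and 5 of these 8 are among the 11 genes without an equivalent. At least 10 reads were counted in every library for 13 genes, 3 of them without an equivalent. Counts were compared between flower and fruit for the 16 genes that passed edgeR's expression filter. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 4 were higher in flower and 5 in fruit. The same number of genes (9) passed when the p-values were adjusted over the list alone. The gene TexasF0_G8106, annotated as a putative aldehyde oxygenase, lies from 16193758 to 16200588 on the plus strand and has no equivalent in Texas v.2.0. It had 94.9 ± 22.0 CPM (counts scaled to the library size with TMM factors) in flower and 0.349 ± 0.283 in fruit (SD, n = 3), a log2 fold change of 8.04 (standard error 0.52, adjusted p = 1.59e-05 from edgeR). A further gene with the same annotation, TexasF0_G8110, lies from 16246332 to 16250205 on the minus strand. It had between 8375 and 10094 reads in flower and between 0 and 106 in fruit, where all reads came from replicate 3. The 5 genes described as disease resistance proteins were tested, and 3 of them were higher in fruit. TexasF0_G8091 (16080420 to 16082703, minus strand, no equivalent in Texas v.2.0) had 17.8 ± 2.92 CPM in flower and 39.4 ± 15.7 CPM in fruit (SD, n = 3), with a log2 fold change of -1.15 (standard error 0.29, adjusted p = 0.0106 from edgeR). For TexasF0_G8093 the log2 fold change was -1.25 (standard error 0.35, adjusted p = 0.0174 from edgeR), and it did not pass the threshold without replicate 3 of flower (adjusted p = 0.0647). For TexasF0_G8097 it was -1.37 (standard error 0.26, adjusted p = 0.00288 from edgeR). TexasF0_G8092 and TexasF0_G8098 did not pass the threshold (adjusted p = 0.150 and 0.195 from edgeR), though TexasF0_G8092 did with the replicate number as a block (log2 fold change of -1.001, adjusted p = 0.0485 from edgeR). TexasF0_G8097 and TexasF0_G8098 overlap on the same strand, so the reads of one can be counted on the other and their values are uncertain. Of the calls higher in flower, TexasF0_G8088 and TexasF0_G8102 (log2 fold changes of 0.63 and 0.41) did not pass the threshold with upper-quartile factors in place of TMM, with the replicate number as a block, or in 4 of the 6 fits that each left out a library.

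**Figure D1:**
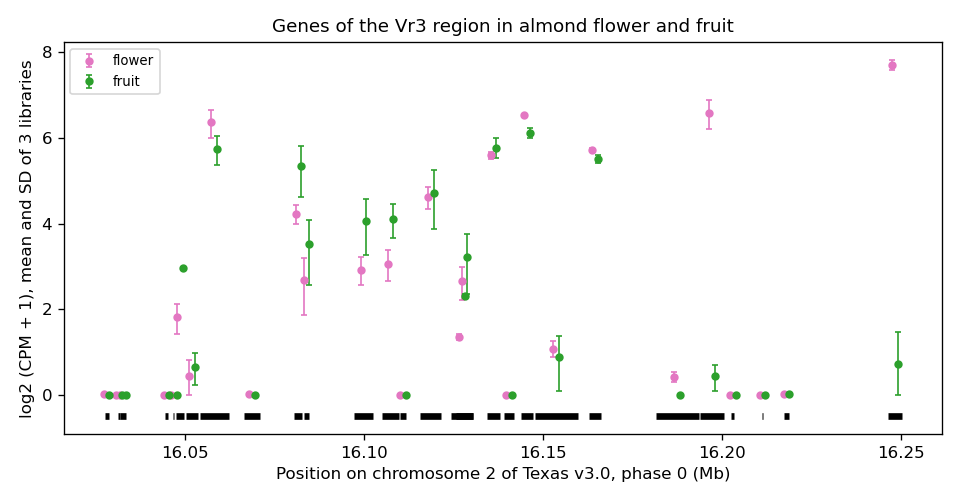
Expression of the 28 genes of the *Vr3* region, with position on chromosome 2 (Mb) on the horizontal axis and log2 (CPM + 1) on the vertical axis. Points and bars give the mean and SD of 3 libraries of flower or fruit, and black segments mark the genes. The largest separation is that of the 2 genes annotated as putative aldehyde oxygenases, at the right of the plot.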

### Gene annotation

We generated transcriptomic data from almond cv Texas flower and fruit to complement the previously reported leaf data [19], and we used them to assist gene annotation together with available transcriptomic data from different tissues and conditions from other almond cultivars, a public *P. dulcis* and *P. persica* protein collection (Supplementary Table S2), as well as *ab initio* gene prediction (Supplementary Fig. S5). 

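Gene expression of cv. Texas was measured by RNA-seq in 3 libraries of flower and 3 of fruit, which are treated here as replicates of each organ. The authors mapped the reads to the transcript models with Bowtie2 and estimated the reads of each gene with RSEM. The deposited values are estimated counts without normalization for 29183 gene models of Phase-0. In flower, 51835508, 54926220, and 49635915 reads were counted on genes in replicates 1 to 3. In fruit, these totals were 40406473, 40130120, and 46999320. At least 10 reads were found for 19730 ± 99.2 genes in flower and for 18850 ± 269 genes in fruit (mean ± SD, n = 3), with every flower library above every fruit library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The larger number of genes in flower comes with a larger number of reads. The 10 most abundant genes held 7.73% ± 0.491 of the reads in flower and 4.84% ± 0.952 in fruit (SD, n = 3). The 6 libraries were compared with edgeR's quasi-likelihood test after TMM normalization. Replicates of an organ differed by more than the sampling noise, with a chi-square per degree of freedom from 45.6 to 201.3 between pairs of libraries. Leaf values were not used here.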

We annotated 29 616 protein-coding genes and 534 tRNAs on Phase-1, of which 96.7% could be successfully lifted to Phase-0. We used Liftoff to map the annotation of Texas v.3.0 to Texas v.2.0, and found that Texas v.3.0 contains 2518 additional genes as compared with the gene annotation of Texas v.2.0, 79.7% of them harboring a PFAM conserved domain. The most abundant functions of the proteins encoded by these genes are ubiquitin-like proteases (257), FAR1-related proteins (61), disease resistance proteins (59), and putative transcription factors (13). When mapping the Texas v.2.0 annotation to the new assembly, 26 116 genes (96.6%) were successfully lifted to at least one of the two Texas v.3.0 phases, with an average gene coverage of 99.1% and an average identity of 98.7%. Nevertheless, we identified 926 genes that failed to be lifted (77.3% of them carrying PFAM domain). The most abundant functions among those genes are protein kinases (76) and leucine-rich repeat domain containing proteins (67).

### Texas v.3.0 identifies recent TE insertions missing in the previous assembly version

We annotated TEs using a combination of structural and homology-based approaches (see Methods). This general TE annotation was complemented with a set of complete elements containing both structural and coding TE domains, to produce the final TE annotation. As expected, and as previously described for Texas v.2.0 [3], TEs and genes show an opposite overall distribution along chromosomes (Fig. 1), with TEs concentrating in low gene-density regions such as the regions surrounding the putative centromeres (Fig. 1). TE sequences account for 32.9% of the assembled sequence in both P0 and P1 of Texas v3.0, which represents an additional 17 Mb of annotated TE sequences (per phase) as compared with Texas v.2.0 (Fig. 2A). Each of the Texas v.3.0 phases contain about twice the number of complete TE elements as compared with Texas v.2.0 (Table 2), which reflects the higher contiguity of this version of the Texas genome.

**Figure 2:**
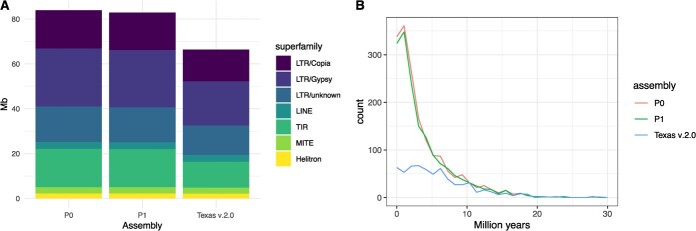
**A** TE content in P0, P1, and Texas v.2.0 assemblies (Mb of sequence). **B** Estimated insertion age of intact LTR-retrotransposons in P0, P1, Texas v.2.0, and peach reference genome.

**Table 2:** TE content in *P. dulcis* Texas

	**Percentage of genome size (%)**			**Number of complete elements** ^**a**^		
**Order/Superfamily**	**P0**	**P1**	**Texas v.2.0**	**P0**	**P1**	**Texas v.2.0**
TIR	6.7	6.7	5.0	355	348	240
MITE	1.1	1.1	1.2	620	624	511
Helitron	0.9	0.9	0.9	9	9	10
LTR/Gypsy	10.2	10.1	8.6	519	479	126
LTR/Copia	6.7	6.6	6.2	790	743	340
LTR/Unknown	6.2	6.2	5.7	468	464	236
LINE	1.2	1.2	1.3	*NA*	*NA*	*NA*
Total	33.0	32.8	29.2	2761	2667	1463

a Containing structurally intact features (see Methods).

This increase is particularly important for complete Gypsy LTR-RTs as their number in Texas v3.0 is 3-fold that of Texas v2.0. This could be due to the already-mentioned improved assembly of the regions putatively containing the centromeres, as Gypsy LTR-RTs tend to concentrate in these regions of plant genomes [20]. In order to investigate this, we performed whole-genome alignments of Texas v.2.0 to Texas v.3.0 and looked for Gypsy LTR-RTs in Texas v.3.0-specific regions. We found that 50.6% of the complete elements are present in regions that are absent from the Texas v.2.0 assembly. In addition, when we looked at the distribution of all Gypsy LTR-RTs (including incomplete elements) absent in Texas v2.0, we found a strong enrichment in the potential centromeric regions (Supplementary Fig. S6), confirming that the increase in Gypsy LTR-RTs in Texas v.3.0 as compared with Texas v.2.0 is mainly due to the better assembly of the centromeric and pericentromeric regions. In addition, the new assembly contains many more complete Copia LTR-RT elements, as well as more complete TIR transposons (Table 2), which are more evenly distributed throughout the chromosomes (Supplementary Fig. S7). An analysis of the age of LTR-RTs inferred from the intra-element LTR comparison showed that an important fraction of the LTR-RTs newly annotated in this assembly are young LTR-RT insertions (<5 My) (Fig. 2B).

Within the TIR order, the most important differences between the two assemblies were found in the EnSmp/CACTA and MuDR superfamilies. In particular, the new assembly contained a 2.5-fold increase in EnSmp/CACTA sequence over Texas v.2.0 (5.4 Mb vs 2.2 Mb). An analysis of the divergence of every TIR copy versus its respective TE consensus sequence, which can be used as an indication of the element’s age, revealed that a major fraction of the EnSmp/CACTA elements newly annotated in this assembly are young elements, similarly to what we found for LTR-RTs (Supplementary Fig. S8).

### Almond haplotypes harbor genetic variation with potentially high functional impact

We compared the two phases of Texas v.3.0 by aligning P0 to P1 sequence, and found 365 176 SNPs, 138 897 INDELs (<40 bp), and 8294 structural variants (SVs, length ≥40 bp). Considering the 128 Mb spanned by the haplotigs, this represents one SNP every 350 bp, one INDEL every 921 bp, and one SV every 15 432 bp of phased sequence. We found that SVs were proportionally more abundant than other variants in upstream and downstream gene regions (1 Kb), whereas indels were more abundant in introns and SNPs in CDS and intergenic regions (Fig. 3). SNP and INDELs were further classified according to their predicted coding impact using snpEff [21](low, moderate, or high). INDELs showed proportionally a higher coding impact than SNPs, (4.72% vs 0.11% of their effects classified as high impact, respectively). In total, we identified 4348 genes carrying variants with predicted high coding impact, the vast majority (90%) of them being INDELs. Most of those genes (4035) contain frameshift variations, and 501 contain gain or loss of a stop codon. In addition to SNPs and INDELs, we found 2046 SVs overlapping potential gene regulatory regions (1 Kb upstream of genes) and 714 affecting coding sequences. Among those, we found 357 genes completely included in deletions in Phase-0. A subset of these presence–absence variation (PAV) genes have unknown/uncharacterized functions (28%). Among the rest, the most abundant functions were ULPs (ubiquitin-like proteases) and Ankyrin repeat family proteins, although we found no significantly enriched gene ontology (GO) terms.

**Figure 3:**
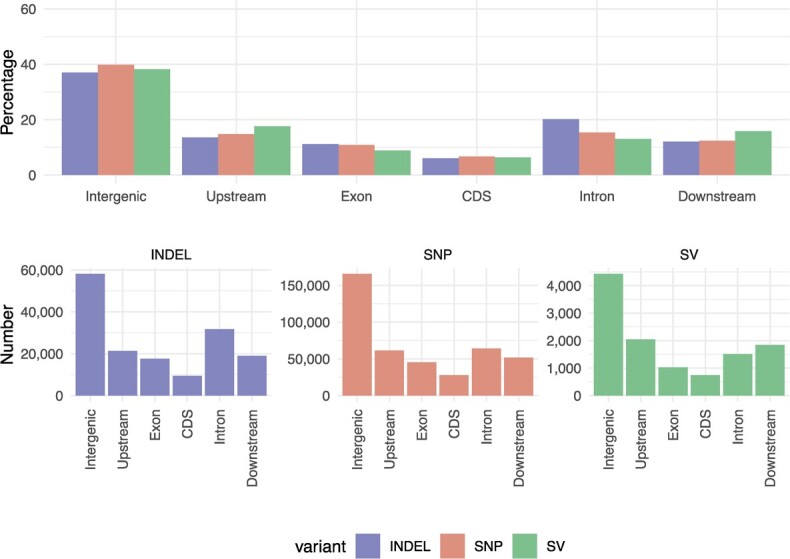
Percentage and number of indels, SNPs, and SVs on the different genomic features. Upstream/Downstream regions = 1 Kb.

### TEs are at the origin of a major fraction of the heterozygous structural variation

Among the 8294 SVs detected, the vast majority (93.6%) were insertions and deletions, although we also detected 14 interspersed duplications, 100 tandem duplications, and 5 small inversions (ranging from 5 to 80 Kb). The size of the insertion/deletion SV ranged from 40 bp (the arbitrary lower threshold to be considered an SV) to 66 230 bp, with three peaks around 70 bp, 600 bp, and 6 Kb (Supplementary Fig. S9). An important fraction of the insertions/deletions (32%) overlap almost perfectly with a TE annotation (intersect >80% of TE length and >50% of SV length), in particular for the large insertions/deletions, suggesting that they correspond to heterozygous TE insertions (1314 specific of P0 and 1258 specific to P1). A visual inspection of a subset of these SV potentially related to LTR-RTs (i.e. all the SV appearing as deletions in P1 in chromosome 5 and overlapping with a Gypsy or Copia LTR-RT complete copy in phase-0, *n* = 18) showed that in all cases, the insertion corresponds to an LTR-RT element plus 5 nt (Supplementary Fig. S10). As the target site duplication (TSD) typically generated by LTR-RTs is of 5 nt, the analyzed SVs perfectly correspond to a typical LTR-RT insertion. We therefore conclude that most, if not all, of the 32% of SVs with high overlap with TEs are the consequence of TE insertions/deletions. Moreover, we identified an additional 29% of SVs that overlap with TEs only partially. These cases are not likely the result of transposition, but may be the result of TE internal deletions or rearrangements. In any case, this suggests that a major fraction of the heterozygous structural variation is TE-related.

We detected heterozygous TE insertions from all the different TE orders, with LTR-RTs being the most abundant (66% of the total) (Supplementary Table S3). Given that the Texas v.2.0 is a collapsed representation of the two haplotypes, we hypothesized that heterozygous TE insertions may be underrepresented in this unphased assembly, thus explaining the difference in the number of TEs between Texas v.3.0 and Texas v.2.0. Indeed, we detected 3148 TEs insertions that are missing in Texas v.2.0 assembly (Texas v3.0 TEs loci that are empty in Texas v.2.0, Supplementary Fig. S11) and found that 94.1% of them are heterozygous TE insertions. This suggests that for regions harboring heterozygous TE insertions, the empty haplotype was more frequently included in the Texas v.2.0 assembly.

An analysis of the insertion time of LTR-RTs showed that the heterozygous insertions were in general more recent than the homozygous ones (mean heterozygous = 2.6 Mya, homozygous = 6.5 Mya, Wilcoxon *P* < 0.05, Supplementary Fig. S12A) and therefore have had less time to become fixed or being eliminated since their insertion. On the other hand, an analysis of presence/absence of in a collection of 40 almond accessions using publicly available short-read data (Supplementary Table S4) shows that the heterozygous insertions are present at a much lower population frequency than the homozygous ones (mean heterozygous = 0.32, mean homozygous = 0.90, Supplementary Fig. S12B). However, a small fraction of the heterozygous insertions are present at high frequencies in the population and are relatively old and have been maintained unfixed in the population.

### Relationship between TE insertions and gene expression

The analysis of the distance between TE insertions and genes shows that heterozygous insertions are in general closer to genes as compared with the homozygous insertions (median of 1.7 vs 3.0 Kb, respectively, Supplementary Fig. S13). As in general the heterozygous insertions are younger, this may suggest an impact on gene coding or expression capacity of these TE insertions that are purged by selection with time. 

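For comparisons between groups of genes, the authors used regularized log values of DESeq2, a log2 scale on which the variance of low counts is shrunk. The deposited matrix of these values holds 24394 gene models. The median over genes was 8.03 ± 0.0094 in flower and 8.08 ± 0.0029 in fruit (mean ± SD, n = 3 libraries). Every fruit library lay above every flower library (exact permutation test, two-sided p = 0.1, the smallest p this design allows). The lower quartile was 4.19 ± 0.0328 in flower and 3.35 ± 0.132 in fruit, and the upper quartile was 10.08 ± 0.0237 and 10.06 ± 0.036 (SD, n = 3). The upper quartiles of the organs thus overlap within the spread between replicates, and the lower quartiles do not. On the scale of log2 (CPM + 1) the medians were 3.02 in flower and 3.46 in fruit.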

To test the potential impact of TE insertions on gene expression, we used the RNASeq data from almond (cv. Texas) from immature fruits, flowers, and leaves (see Methods for details). We compared the expression of genes that do not contain a TE insertion in the proximal upstream region (1 Kb) with that of genes carrying a homozygous or heterozygous TE in this region. We observed the same pattern in the three RNASeq datasets obtained from different organs. In all cases, genes with homozygous TE insertions had lower expression than genes without TEs (*P* < 0.05), which suggests that TE insertions in the upstream regions of genes have, in general, a negative effect on gene expression. Interestingly, this trend is reversed for the genes harboring a heterozygous insertion in the proximal upstream region, which have a higher expression level (*P* < 0.05) than those without a TE insertion (Fig. 4A). This could suggest an opposite impact of homozygous and heterozygous TE insertions, with heterozygous insertions activating gene expression. In order to test this hypothesis, we analyzed the allele-specific expression of the 284 genes containing a heterozygous TE insertion in the upstream proximal region (1 Kb). Our data show that in general, the allele without the TE insertion tends to be expressed at similar level than the one containing the insertion (Fig. 4B), although in some specific cases, the presence of the heterozygous TE is linked with increased or reduced expression levels. The higher expression of genes with heterozygous TE insertions could also be due to a preference of insertion of TEs into genes that are highly expressed. This association of TE insertions with highly expressed genes could then be lost with time due to purifying selection, or due to the overall negative effect of the fixed TE insertions on gene expression. To test this hypothesis, we produced transcriptomic data from different peach organs (divergence time from common ancestor = 5.88 million years) and asked for the expression of peach genes devoid of TE insertions in the promoter but whose almond ortholog has a heterozygous TE insertion in the promoter region (indicator of recent insertion in almond). Our results clearly show that peach genes whose almond orthologs have a heterozygous TE insertion are expressed at a higher level than the mean expression of peach genes (Fig. 4C).

**Figure 4:**
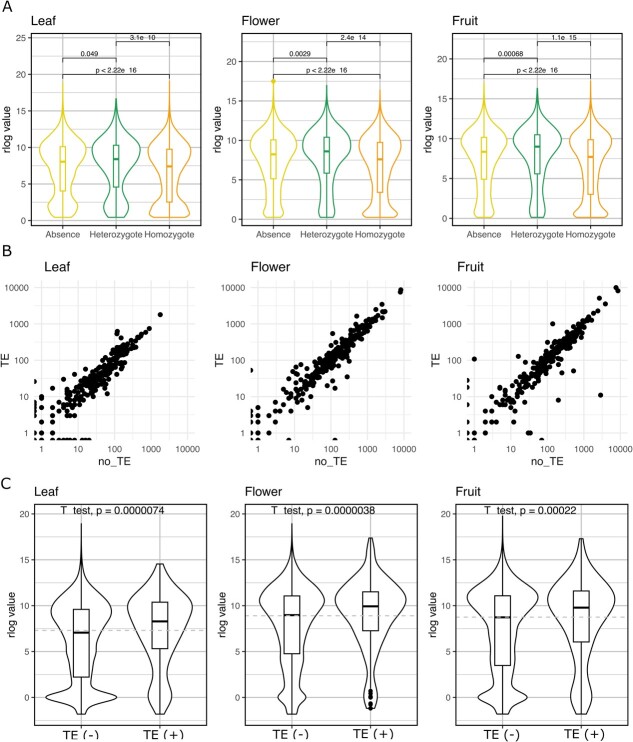
**A** Relationship between gene expression levels (log scale) and the presence of homozygous and heterozygous TE insertions at <1-Kb upstream gene TSS. **B** Allelic expression of 284 genes carrying a heterozygous TE insertion at <1 Kb in the upstream region (counts of TE and non-TE alleles). **C** Expression levels of peach genes without heterozygous TE insertion [TE(−), *n* = 22 134] or with heterozygous TE insertion [TE(+), *n* = 200] in the promoter of its almond ortholog. Expression in the *Y*-axes of all panels is presented as DEseq2 regularized log values.

### Allele-specific expression patterns in almond are associated with nearby SVs

To analyze the genome-wide patterns of allele-specific expression (ASE), we searched for SNPs present in gene coding regions without surrounding INDELS (at <50 bp) that could allow us to differentiate the expression of the two alleles. 

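Reads of each allele were obtained in the same 3 flower and 3 fruit libraries of cv. Texas. The authors mapped the reads to Phase-0 (P0) with Hisat2 and counted the reads of each allele at the selected SNPs with ASEReadCounter from GATK. The deposited values are unnormalized counts of P0 and P1 reads per gene, in 12 columns for flower and fruit. The flower libraries held 4353565, 4651851, and 4056885 allele-specific reads in replicates 1 to 3, and the fruit libraries 3110060, 3419114, and 3762663. The median gene had 135.7 ± 15.5 such reads in flower and 126.5 ± 16.3 in fruit (SD, n = 3). Of 6132 genes with reads in the gene count table, 399 (6.51%) had more allele-specific reads than gene reads. The paper does not state how the SNPs of a gene were combined, so a read covering several SNPs may be counted more than once. The P0 allele received 53.2% ± 0.0889 of the reads in flower and 52.6% ± 0.222 in fruit (SD, n = 3). The median over genes of the log2 ratio of P0 to P1 was 0.11 ± 0.0060 in flower and 0.089 ± 0.0104 in fruit (SD, n = 3), computed with a pseudocount of 0.5 on genes with at least 10 reads in the library. It was above 0 in each of the 6 libraries. The alleles were compared with a term for each library, an allele effect for each organ and no scaling between alleles. The authors used DESeq2, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used here. The paper refers to recommendations for ASE but does not print its model formula or scaling. The library term and the lack of scaling were therefore chosen here and may differ from the paper's model. The authors' regularized log values of the alleles carry no scaling for depth, which argues against scaling in their analysis but leaves the formula open. Genes with at least 10 reads summed over the 12 columns were tested, with both organs in a single fit and an adjusted p threshold of 0.05.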

We found 24 051 SNPs fulfilling this requirement in up to 6939 genes, for which 6182 showed detectable expression in at least one of the organs tested (leaves, flowers, and immature fruit). 

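The deposited counts cover 6182 genes, all of which are in the table of gene counts. In flower and fruit, 6136 of them had at least 1 allele-specific read. This was 5989 genes in flower, 5782 in fruit, and 5635 in both organs. Reads of both alleles were found in flower or fruit for 5734 genes. With at least 10 allele-specific reads, 5124 ± 43.3 genes were measured per flower library and 4897 ± 88.7 per fruit library (SD, n = 3). The filter on the summed reads left 5737 genes to be tested.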

We found that 579 genes (9.3% of the expressed genes with informative SNPs) showed ASE (*P* < 0.05, FDR 5%) in at least one organ (82 in leaf, 493 in flower, and 271 in fruit). 

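In flower, 1438 of the 5737 tested genes (25.1%) had an adjusted p under 0.05 for the difference between alleles, and in fruit 1257 genes (21.9%) did. Together they make 1921 genes, or 31.1% of the 6182 genes of the table. The depth of a gene decided how often it was called. Among the 1435 tested genes with the fewest reads (10 to 288 over the 12 columns), 14.2% were called in flower or fruit, with a median absolute log2 ratio of 2.89. Among the 1434 with the most reads (3323 or more), 55.3% were called, with a median of 0.36. Small imbalances were thus called mainly in abundant genes. Of the called genes, 608 in flower and 538 in fruit had an absolute log2 ratio of at least 1. Among the alternatives set before the data were examined, leaving the library term out of the fit of both organs lowered the counts of flower and of fruit most, to 482 and 416 genes. The P0 allele was the higher one in 968 of the genes called in flower (67.3%, 95% Wilson interval 64.9 to 69.7, exact binomial p = 5.03e-40 against equal shares, two-sided) and in 844 of those called in fruit (67.1%, 64.5 to 69.7, exact binomial p = 1.66e-34). With TMM factors for the allele columns, which scale P0 against P1, the share was 52.8% in flower and 53.7% in fruit. Reads were mapped to P0, so a loss of P1 reads can add to the excess of P0. The gene TexasF0_G20188 had 4150 reads of P0 and 0 of P1 in flower, which allows a P1 share of up to 0.0723%. TexasF0_G29485 had 0 reads of P0 and 1928 of P1 in flower, which allows a P0 share of up to 0.156%. The files do not pair these identifiers with gene names. Limits and intervals of this kind cover counting error only, and the limits take each count as a separate read. From its own test of these counts, the paper states the share of expressed genes with informative SNPs that show ASE in at least one organ.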

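In the test of flower and fruit, 774 genes were called in both organs, 664 in flower alone and 483 in fruit alone. By chance, 315.1 genes would have been shared (Fisher's exact test, odds ratio 9.20, two-sided p = 5.05e-225 across genes, which are not independent replicates). That value takes every gene as equally likely to be called. Calls rose with depth, from 14.2% of the genes with the fewest reads to 55.3% of those with the most. The excess over 315.1 can thus partly reflect depth, and the overlap was not compared within groups of depth. A call in a single organ did not always mean that the organs differed. Of the 1147 genes called in flower or fruit alone, 272 (23.7%) had an allelic ratio that differed between the organs at an adjusted p under 0.05 in edgeR's test of the difference. The higher allele was the same in the other organ for 818 of the 1147 genes (71.3%).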

Only a small number of genes (68) showed ASE in the three organs, whereas 383 genes displayed ASE in a single organ. PCA performed with the independent expression of the two alleles of all detected genes (6182) clearly separated samples by organ and grouped together the haplotypes (Fig. 5A).

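A PCA was computed on the deposited regularized log values of the alleles in the 3 flower and 3 fruit libraries, centred and not scaled, over the 6138 genes that varied among the 12 columns. The first component held 56.9% of the variance, and 99.8% of its sum of squares lay between organs. The second component held 18.3%, and 99.6% of it lay between the P0 and P1 alleles. The following component held 6.07%. Distances between columns gave the same order. The root mean square distance over genes was 1.08 on average between the 2 alleles of a library (range 1.05 to 1.10 over 6 pairs), 0.794 between the same allele in other replicates of the organ (0.66 to 0.966 over 12 pairs) and 1.78 between organs (1.61 to 1.92 over 36 pairs). The alleles of a library were thus farther apart than replicates of the same allele, without overlap of the ranges, and closer than any pair of columns from different organs.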

**Figure 5:**
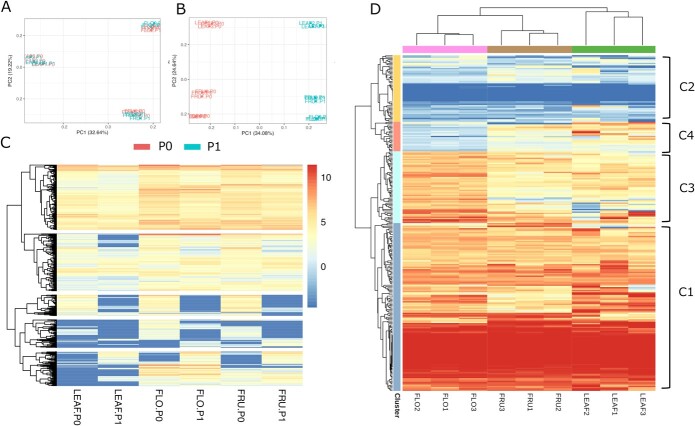
**A** PCA of leaf, flower, and fruit samples based on the allele expression levels of 6182 genes with detectable allele-specific expression. **B** PCA of leaf, flower, and fruit samples based on the allelic expression levels of the 579 genes with differential expression between alleles in at least one organ. **C** Heatmap representing the allele-specific expression (RNAseq counts in logarithmic scale) of 579 genes with allele-specific expression. Each row represents a gene. **D** Heatmap representing the allele-specific expression profiles of 250 genes with at least 10 mapped reads in every replicate. Colors indicate the percentage of mapped reads from each allele (red = 100% P0, blue = 100% P1) over the total. Co-expression clusters are marked by ‘C’ (C1 to C4).

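The same PCA was repeated on the 1921 genes called in flower or fruit. The first component held 54.4% of the variance and 98.6% of it lay between flower and fruit. The second component held 32.9% and 98.8% of it lay between alleles. The order of the components depended on which genes were called. On the 651 genes called without the library term, a set chosen after the data were seen, the first component held 58.7% of the variance with 98.9% between alleles, and the second held 31.2% with 97.4% between organs.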

When we used for PCA with the 579 genes with ASE, PC1 separated samples by haplotype (P0 or P1) and PC2 by organ. The heatmap of allelic expression (Fig. 5C) revealed gene clusters expressed only in one of the two alleles, whereas in other clusters, both alleles are expressed at different levels. 

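Among the genes called in flower, 151 (10.5%) had at least 95% of their reads from a single allele, P0 in 108 and P1 in 43. In fruit this was the case for 166 genes (13.2%), P0 in 109 and P1 in 57. In both organs 104 genes met this limit, 75 for P0 and 29 for P1. The share with P0 was 71.5% in flower (95% Wilson interval 63.9 to 78.1, exact binomial p = 1.23e-07, two-sided) and 65.7% in fruit (58.2 to 72.5, exact binomial p = 6.65e-05). As reads were mapped to P0, a loss of P1 reads and P1 alleles that are truly silent cannot be told apart here. No read of the other allele was counted for 96 genes in flower and 104 in fruit. The remaining 1287 genes called in flower and 1091 in fruit expressed both alleles at different levels. TexasF0_G9052 had 11001 reads of P0 and 0 of P1 in fruit, which allows a P1 share of up to 0.0273%, and 58628 of P0 and 11 of P1 in flower. TexasF0_G2988 had 0 reads of P0 and 3832 of P1 in fruit, which allows a P0 share of up to 0.0783%, and 1 of P0 and 4628 of P1 in flower.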

The heatmap also shows that the profile of leaf samples differs from that of flower and fruit, most likely due to their lower coverage. 

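To limit the effect of depth in flower and fruit, genes with more than 10 allele-specific reads in each of the 6 libraries were taken. This left 4373 of the tested genes, of which 1661 were called in flower or fruit. The requirement was not applied to leaf, which was not used here.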

In order to minimize the possible bias introduced by differences of coverage on the RNASeq data of the three organs, we extracted the genes displaying ASE and more than 10 reads mapping to target SNPs in the three replicates of each organ (250 in total). We performed a hierarchical clustering and found four clusters of co-expressed alleles (Fig. 5D). 

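Of these 1661 genes, P0 had more reads than P1 in all 6 libraries for 710 genes, and P1 had more in all 6 for 305. For the other 646 genes the higher allele was not the same in every library. The mean share of P0 was at least 75% in both organs for 113 genes, and that of P1 for 48 genes. Of the 774 genes called in both organs, 711 (91.9%) had the same higher allele in both.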

Clusters 1 and 2 represent genes where one of the alleles is predominantly expressed in all organs, suggesting that they contain heterozygous mutations strongly affecting gene expression. 

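The difference between the allelic ratios of flower and fruit was tested in the fit of both organs. It was found for 429 of the 5737 genes at an adjusted p under 0.05 (edgeR), with a ratio shifted to P0 in flower for 219 genes and to P0 in fruit for 210. Among the genes with more than 10 reads in every library, 395 differed. Of those also called in flower or fruit, 120 had the same allele higher in all 6 libraries. Opposite alleles were called in the organs for 63 genes. The organs differed for each of the 63, which follows almost by construction from opposite calls in the same fit. The count of differing genes was 270 with DESeq2 and size factors of 1, and 34 without the library term. Leaving out replicate 2 of flower reduced it to 285.

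**Figure D2:**
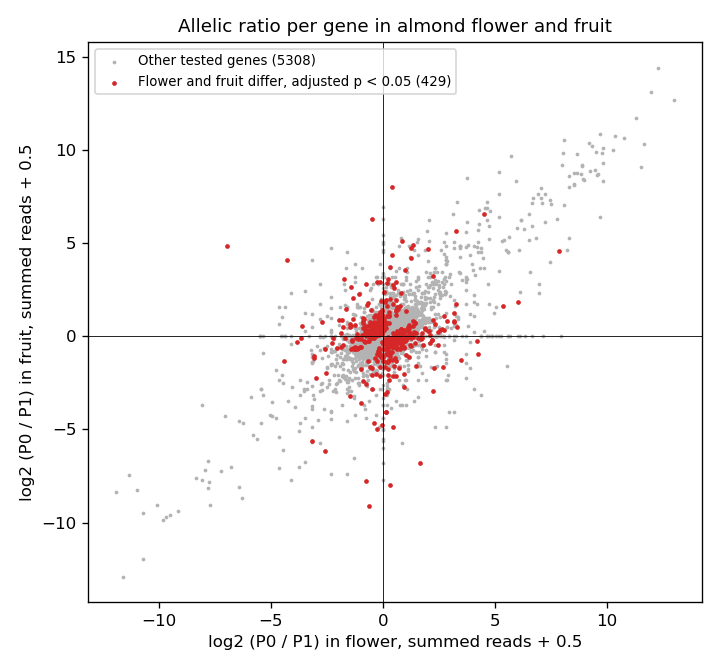
Allelic ratio of each of the 5737 tested genes, as log2 of P0 over P1 in flower (horizontal axis) and in fruit (vertical axis), from reads summed over 3 libraries with a pseudocount of 0.5. Red points are the 429 genes whose ratio differed between the organs, and grey points the other 5308 genes. Genes with extreme ratios lie mostly near the diagonal.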

On the contrary, clusters 3 and 4 contain genes that express different alleles in different organs. For example, some genes of cluster 3 specifically express the P0 allele in flowers, whereas the reverse is found for some genes of cluster 4. This shows that heterozygous mutations can allow for an extra layer of regulation of gene expression that could widen the genetic plasticity of this species. 

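Among the 1661 called genes with more than 10 reads in every library, 67 had higher P0 in all flower libraries and higher P1 in all fruit libraries. The difference was called for 57 of them. The reverse was found for 65 genes, with 57 called. Without a difference, the shares of 3 libraries against 3 would be free of overlap in 10% of genes by chance. That rate is for genes not chosen by a test, so it is not the rate to expect for the 67 and 65 genes. The largest fitted differences among called genes whose shares did not overlap were in genes that expressed both alleles in flower and nearly a single allele in fruit. TexasF0_G4754 had 55.5% ± 2.32 of its reads from P0 in flower and 0.351% ± 0.285 in fruit (SD, n = 3), from 952 and 8654 reads. The difference of its log2 ratios was 8.32 (standard error 0.26, adjusted p = 4.22e-12 from edgeR). In TexasF0_G9523 the share of P0 was 36.2% ± 12.4 in flower, while 0 of 280 reads were from P0 in fruit, which allows a share of up to 1.07% (adjusted p = 3.24e-05 from edgeR). In the other direction, TexasF0_G3801 had 57.2% ± 13.9 from P0 in flower and 99.8% ± 0.304 in fruit (SD, n = 3), and its log2 ratios differed by -7.75 (standard error 0.74, adjusted p = 3.25e-06 from edgeR). This size rests on 1 read of P1 in fruit, where P0 was at least 42.6-fold higher if 3 reads of P1 are allowed in each library. TexasF0_G11705 rose from 63.3% ± 4.72 in flower to 97.4% ± 2.27 in fruit (SD, n = 3, adjusted p = 0.000992 from edgeR), and was not called without the library term (adjusted p = 0.154). From genes that express different alleles in different organs, the paper concludes that heterozygous mutations can add a layer of regulation of gene expression.

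**Figure D3:**
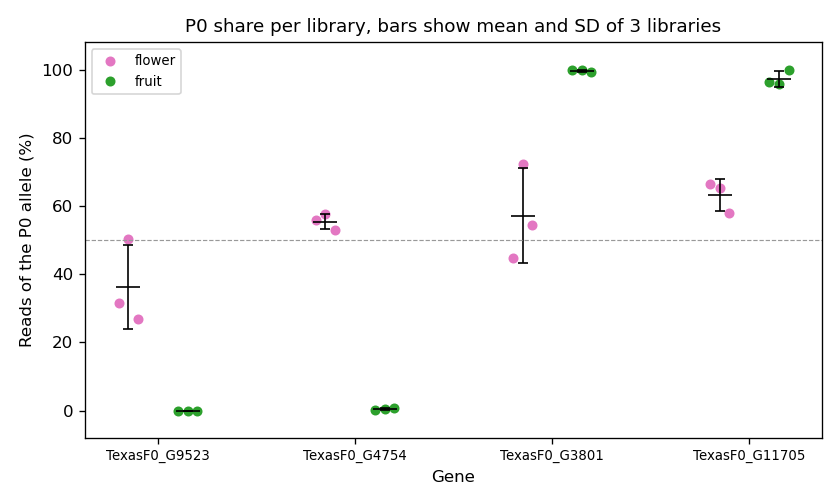
Share of reads from the P0 allele (%) in each flower and fruit library for the genes TexasF0_G9523, TexasF0_G4754, TexasF0_G3801, and TexasF0_G11705. Points are libraries and bars give the mean and SD of 3 libraries. The shares of flower and fruit do not overlap in any of these genes.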

To analyze the possible influence of structural variation close to genes with their ASE, we looked for the presence of SVs close to these genes. We found that 34.4% of the ASE genes contained a heterozygous SV at <1 Kb, in comparison to 28.0% found for non-ASE genes (*P* < 0.05, Fisher test). The proportion of ASE genes with structural variants in the two clusters where only one of the alleles was expressed in the three organs was 38.8% (Cluster 1) and 40.4% (Cluster 2). Nevertheless, the highest enrichment of SVs was found on Cluster 4, which contains genes showing ASE in an organ-specific manner (mainly in flower). In this cluster, 52.2% of the genes contained an SV in their surrounding regions.

## Discussion

Although in the last few years a number of almond genome assemblies have become available [2–4], the contiguity of their assemblies is variable, and all are a collapsed representation of the genome of this highly heterozygous species. We present here a more complete and phased assembly of the ‘Texas’ almond (Texas v3.0). The high contiguity of this assembly is particularly clear in genome regions difficult to assemble, such as the centromeres. These regions are much better resolved in Texas v.3.0 as compared with Texas v2.0, with an increased number of copies of the 166-bp centromeric repeat, which localizes in a single sharp peak in five out of the eight chromosomes, as well as the higher number of Gypsy LTR-RT annotated copies that colocalize with the 166-bp repeat. In addition of being a more complete assembly, Texas v.3.0, is also the first *Prunus* assembly that is phased. This is particularly relevant because almond is a highly heterozygous species. The analysis of the two haplotypes has allowed us to evaluate the heterozygosity level not only for SNPs but also for SVs and has revealed a high number of heterozygous TE insertions. Interestingly, a comparison of Texas v.2.0 and Texas v.3.0 TE annotations shows that an important number of the insertions annotated as heterozygous in Texas v.3.0 were not included in the previous version of the ‘Texas’ genome, suggesting a bias toward the empty allele in the collapsed representation of this genome. As the most recent TE insertions are overrepresented among the heterozygous TE insertions, the absence of these elements in the Texas v.2.0, suggested a more limited recent TE activity in almond as compared with peach [3], which is not supported by the analysis of the present Texas v.3.0 assembly.

The results presented here show that heterozygous TE insertions, as well as other structural variations between the two haplotypes, are linked to ASE, which affects 9.3% of the tested genes. In most cases, one allele is more expressed in all organs, but in few cases, there is alternative ASE in different organs, highlighting the wide range of phenotypic consequences of heterozygous SVs.

Although some TE insertions in the upstream regions of genes have been shown to result in gene activation (see, for example, Shi *et al*. [22]), TE insertions in gene promoters usually correlate with their repression. Our results are in line with a frequent negative impact of TE insertion close to genes, as we show that genes that contain homozygous TE insertions in the upstream regions are expressed at lower levels than those that do not contain a TE insertion. This is also the case of the heterozygous TE insertions, as in the subset of genes with ASE, the expression of the allele contain TE insertion is in general lower than that of the allele not containing the TE. However, an analysis of the overall expression of the genes that contain a heterozygous TE insertion shows that they are expressed at a higher level as compared with the genes not containing TEs in the vicinity. All these results suggest that TEs insert preferentially close to highly expressed genes and that their insertion modifies, often negatively, their expression. Many of these insertions will be purged by selection, but those that become fixed will be associated with a lower overall expression of the neighboring genes. Interestingly, the highly heterozygous nature of almond, and the fact that polymorphic TE insertions are maintained in the population for a long time [3], may allow almond to test the new pattern of expression that may have a positive impact under particular environmental conditions. This would be in line with recent results obtained in rice showing that TE insertions linked to changes in gene expression already present in wild populations can be selected in certain cultivated populations [23]. The presence of heterozygous TE insertions altering gene expression may be widespread in fruit trees, and it has been shown in apple [24] providing additional support to the important role of TEs as drivers of transcription variation impacting agronomic traits.

The phased genome sequence of ‘Texas’ almond is a qualitative improvement over the previous sequences of this species and other *Prunus*, strongly improving its completeness and contiguity and making possible the analysis of the variability carried by a single individual. The obtained sequence allowed us to ask questions on the transcriptomic consequences of structural variants, particularly those that are TE-based and located close to gene-coding sequences. Our results suggest that TEs tend to insert close to highly expressed genes and frequently have a negative impact on expression. Our results also show that these heterozygous TE insertions can be maintained for long periods of time. These results suggest that SVs may contribute to the generation and maintenance of phenotypically meaningful intrapopulation variability that may result in an enhanced adaptation capability to seasonal or long-term environmental changes.

## Methods

### Sampling, nucleic acids extraction, and sequencing

Leaves of *P. dulcis* cv Texas were collected from the IRTA Experimental Station of Lleida in Gimenells (Catalonia, Spain). High-molecular-weight genomic DNA was purified from the isolated nuclei as previously reported in Fiol *et al*. [25], using the Doyle CTAB (Cethyl Trimethyl Ammonium Bromide) method [26] and introducing an RNAse treatment before the chloroform centrifugation step. Total RNA was extracted using the Maxwell RSC Plant RNA Kit and the Maxwell RSC instrument (Promega Corporation, Madison, WI, USA). Complete DNA removal was obtained using the DNA-free DNA Removal Kit (Invitrogen™, Carlsbad, CA, USA).

### Genome assembly and phasing

PacBio reads were evaluated for quality and filtered using Filtlong (https://github.com/rrwick/Filtlong#full-usage) and Seqtk (https://github.com/lh3/seqtk). Illumina Hi-C reads were evaluated for quality using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed using Trimmomatic [27]. Falcon-unzip [28] was used to assemble PacBio reads into contigs and phased associated contigs (haplotigs), followed by polishing with Hapo-G [29] and duplicate purging with Purge_dups [30]. Hi-C reads were mapped to the assembly, and Phalcon-Unzip was used to fix phase switches between haplotigs within primary contigs. Scaffolding was performed to improve order and orientation of contigs using ALLHi-C pipeline [31]. Ordering and orientation of genomic scaffolds/contigs to reconstruct chromosomes was performed using ALLMAPS [32]. An additional integration of unassigned contigs and scaffolds (8% of the genome sequence) was performed by adding syntenic information coming from Texas v.2.0 assembly. A schematic overview of the whole pipeline is shown in Supplementary Fig. S1.

### Genome annotation

Gene annotation was performed in phase 1 using a custom pipeline based on MAKER, combining transcriptome-based, protein-based, and *ab initio*-based gene prediction (Supplementary Fig. S5). RNA-Seq datasets were retrieved from public and private collections spanning different tissues (Supplementary Table S2). Transcriptome assembly was performed by Trinity [33]following a genome-guided approach. Primary transcripts were selected with Evidentialgene pipeline (http://arthropods.eugenes.org/EvidentialGene/). To assign functional description, GO terms, and KEGG pathway information to the new gene models, sequences (transcripts/proteins) were functionally annotated with TRINOTATE [34].

### TE annotation

EDTA pipeline [35] was run independently on each Texas v.3.0 phase to obtain individual TE libraries and genome coordinates of LTR-retrotransposons. Redundancy between the two libraries was eliminated by running CD-HIT [36] at 80% identity cut-off. Unclassified consensuses and/or sequences with length <200 bp were filtered out, and the resulting library was complemented with LINE coding consensuses from the almond v2.0 TE annotation [3] to compensate EDTA low sensitivity on the detection of this TE order. A first round of RepeatMasker (https://www.repeatmasker.org/) was run using this preliminary TE library. LTR, LINE, and TIR consensuses that did not have a full-length RepeatMasker match (>80% of TE length) were removed. For MITEs and other non-coding consensuses elements, we only retained consensuses with three or more complete matches in the genome. Helitron consensuses without coding domains were filtered out too. Finally, the library was complemented with peach-specific coding consensuses (<80% identity based on CD-HIT clustering) obtained from Alioto *et al*. [3]. A second round of RepeatMasker was performed with the curated TE library and integrated with the EDTA structural annotation of intact LTR-retrotransposons. Specifically, LTR-retrotransposon RepeatMasker matches overlapping EDTA intact elements were removed from the final annotation.

### Identification of complete TE copies

We relied on elements retrieved from EDTA phase-1 as starting material to detect potential complete elements (*EDTA.intact.gff3 file). For LTR retrotransposons, we kept all intact elements due to the very low false-negative ratio (elements carrying LTR, TSD, and coding domains). For TIR and Helitrons, we extracted the sequence of all putative intact copies and re-classified them with Tesorter [37]. We kept elements where EDTA and Tesorter classification matched at the order level. MITE elements were extracted and clustered with CD-HIT at 80% identity. We kept only elements present in clusters of three or more copies.

### Identification of structural variants

We used Minimap2 [38] to align Texas F0 and F1 assemblies (parameters: -ax asm5), and svim-asm [39] was used to detect structural variants (default parameters). Heterozygous TEs were detected by performing a reciprocal intersection of TE annotations with the deletions found in P0 or P1 using bedtools. A TE was considered heterozygous if it spanned >50% of an overlapping deletion and the deletion covered at least 80% of the TE (bedtools parameters -F 0.5, -f 0.8). A TE was considered homozygous if it was completely covered by the genome alignment.

### Gene expression analyses

RNA-seq reads were mapped to almond or peach transcript models using Bowtie2 [40]. Alignment and transcript quantification were performed using RSEM (RNA-Seq by Expectation Maximization) algorithm with the Trinity [33] script ‘align_and_estimate_abundance.pl’. Statistical significance of transcript differences was tested with DESEQ2 [41].

### Allele-specific expression

Variants between P0 and P1 phases were detected using paftools.js *call* from Minimap2. We used Gatk4 [42], vcftools [43], and bedtools [44] to exclude indels and select only coding SNPs without INDELs in their proximity (at <50 bp). RNA-seq reads were mapped to P0 using Hisat2 [45]. Allele-specific counts were obtained using ASEReadCounter from GATK. Differential expression among alleles (ASE) was tested using DESEQ2 following the specific author recommendations for ASE (https://rstudio-pubs-static.s3.amazonaws.com/275642_e9d578fe1f7a404aad0553f52236c0a4.html).

## Supplementary Material

Web_Material_uhae106

# Supplementary material for: A phased genome of the highly heterozygous ‘Texas’ almond uncovers patterns of allele-specific expression linked to heterozygous structural variants
**Source:** Hortic Res. 2024 Apr 9;11(6):uhae106. doi: 10.1093/hr/uhae106
**Supplement:** Web_Material_uhae106

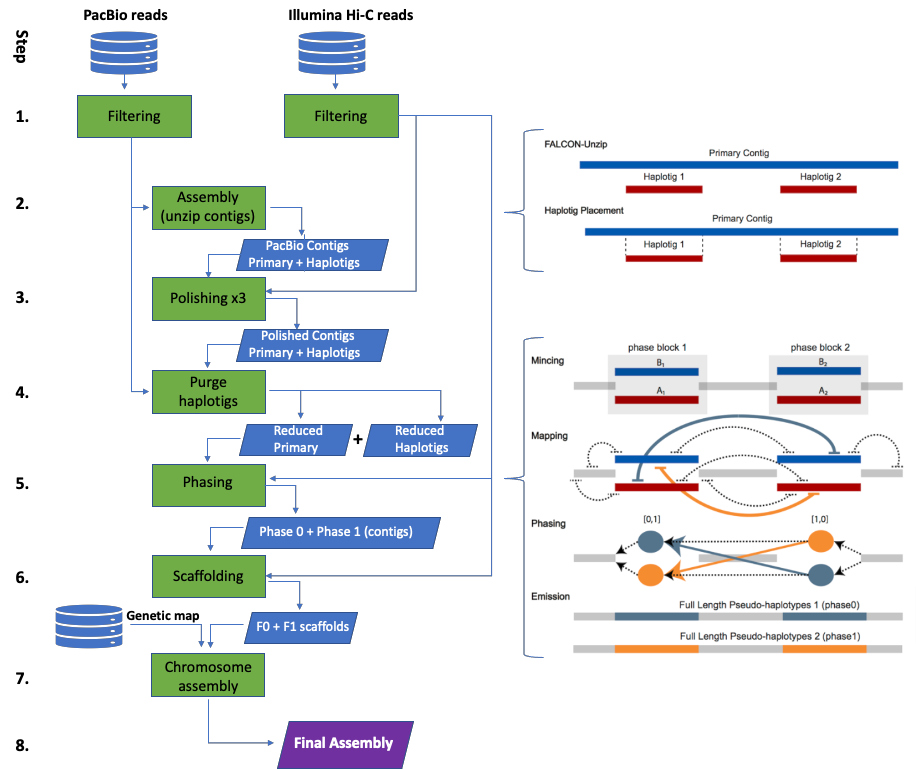

Supplementary Figure 1. Genome assembly pipeline

Supplementary Figure 2. Contig sequence per chromosome in Texas v3 phases (P0 and P1) and Texas v2 (Pdulcis26)

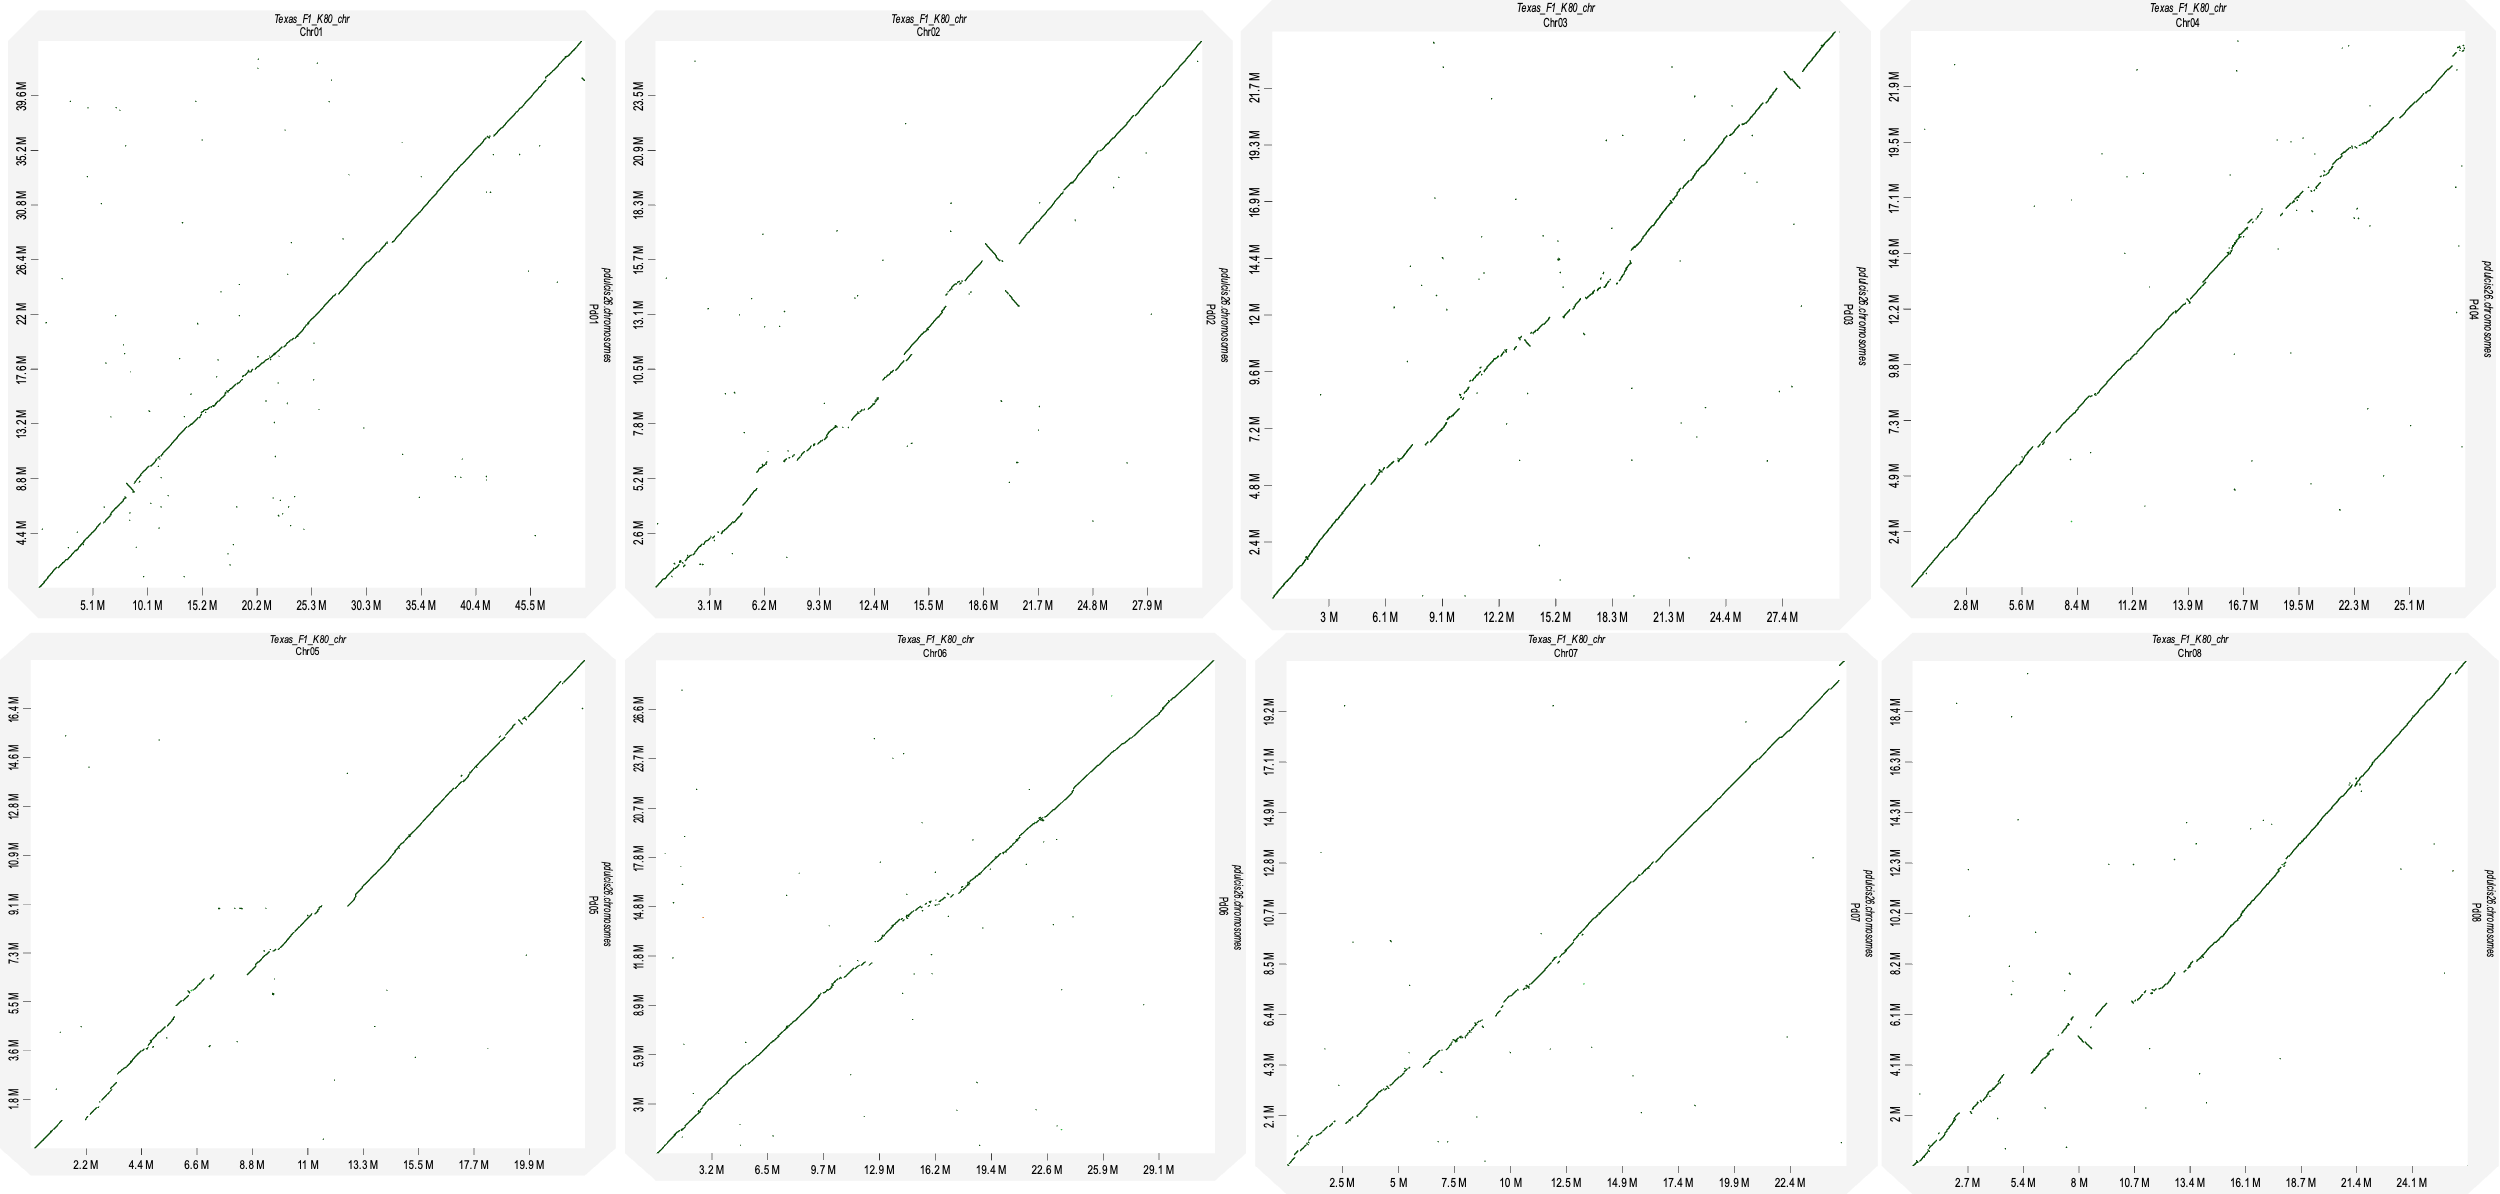

Supplementary Figure 3. Dot plot representation of the whole-genome alignment between Texas v.3.0 (Phase-1) and Texas v.2.0 pseudomolecules. Unplaced contigs are not shown.

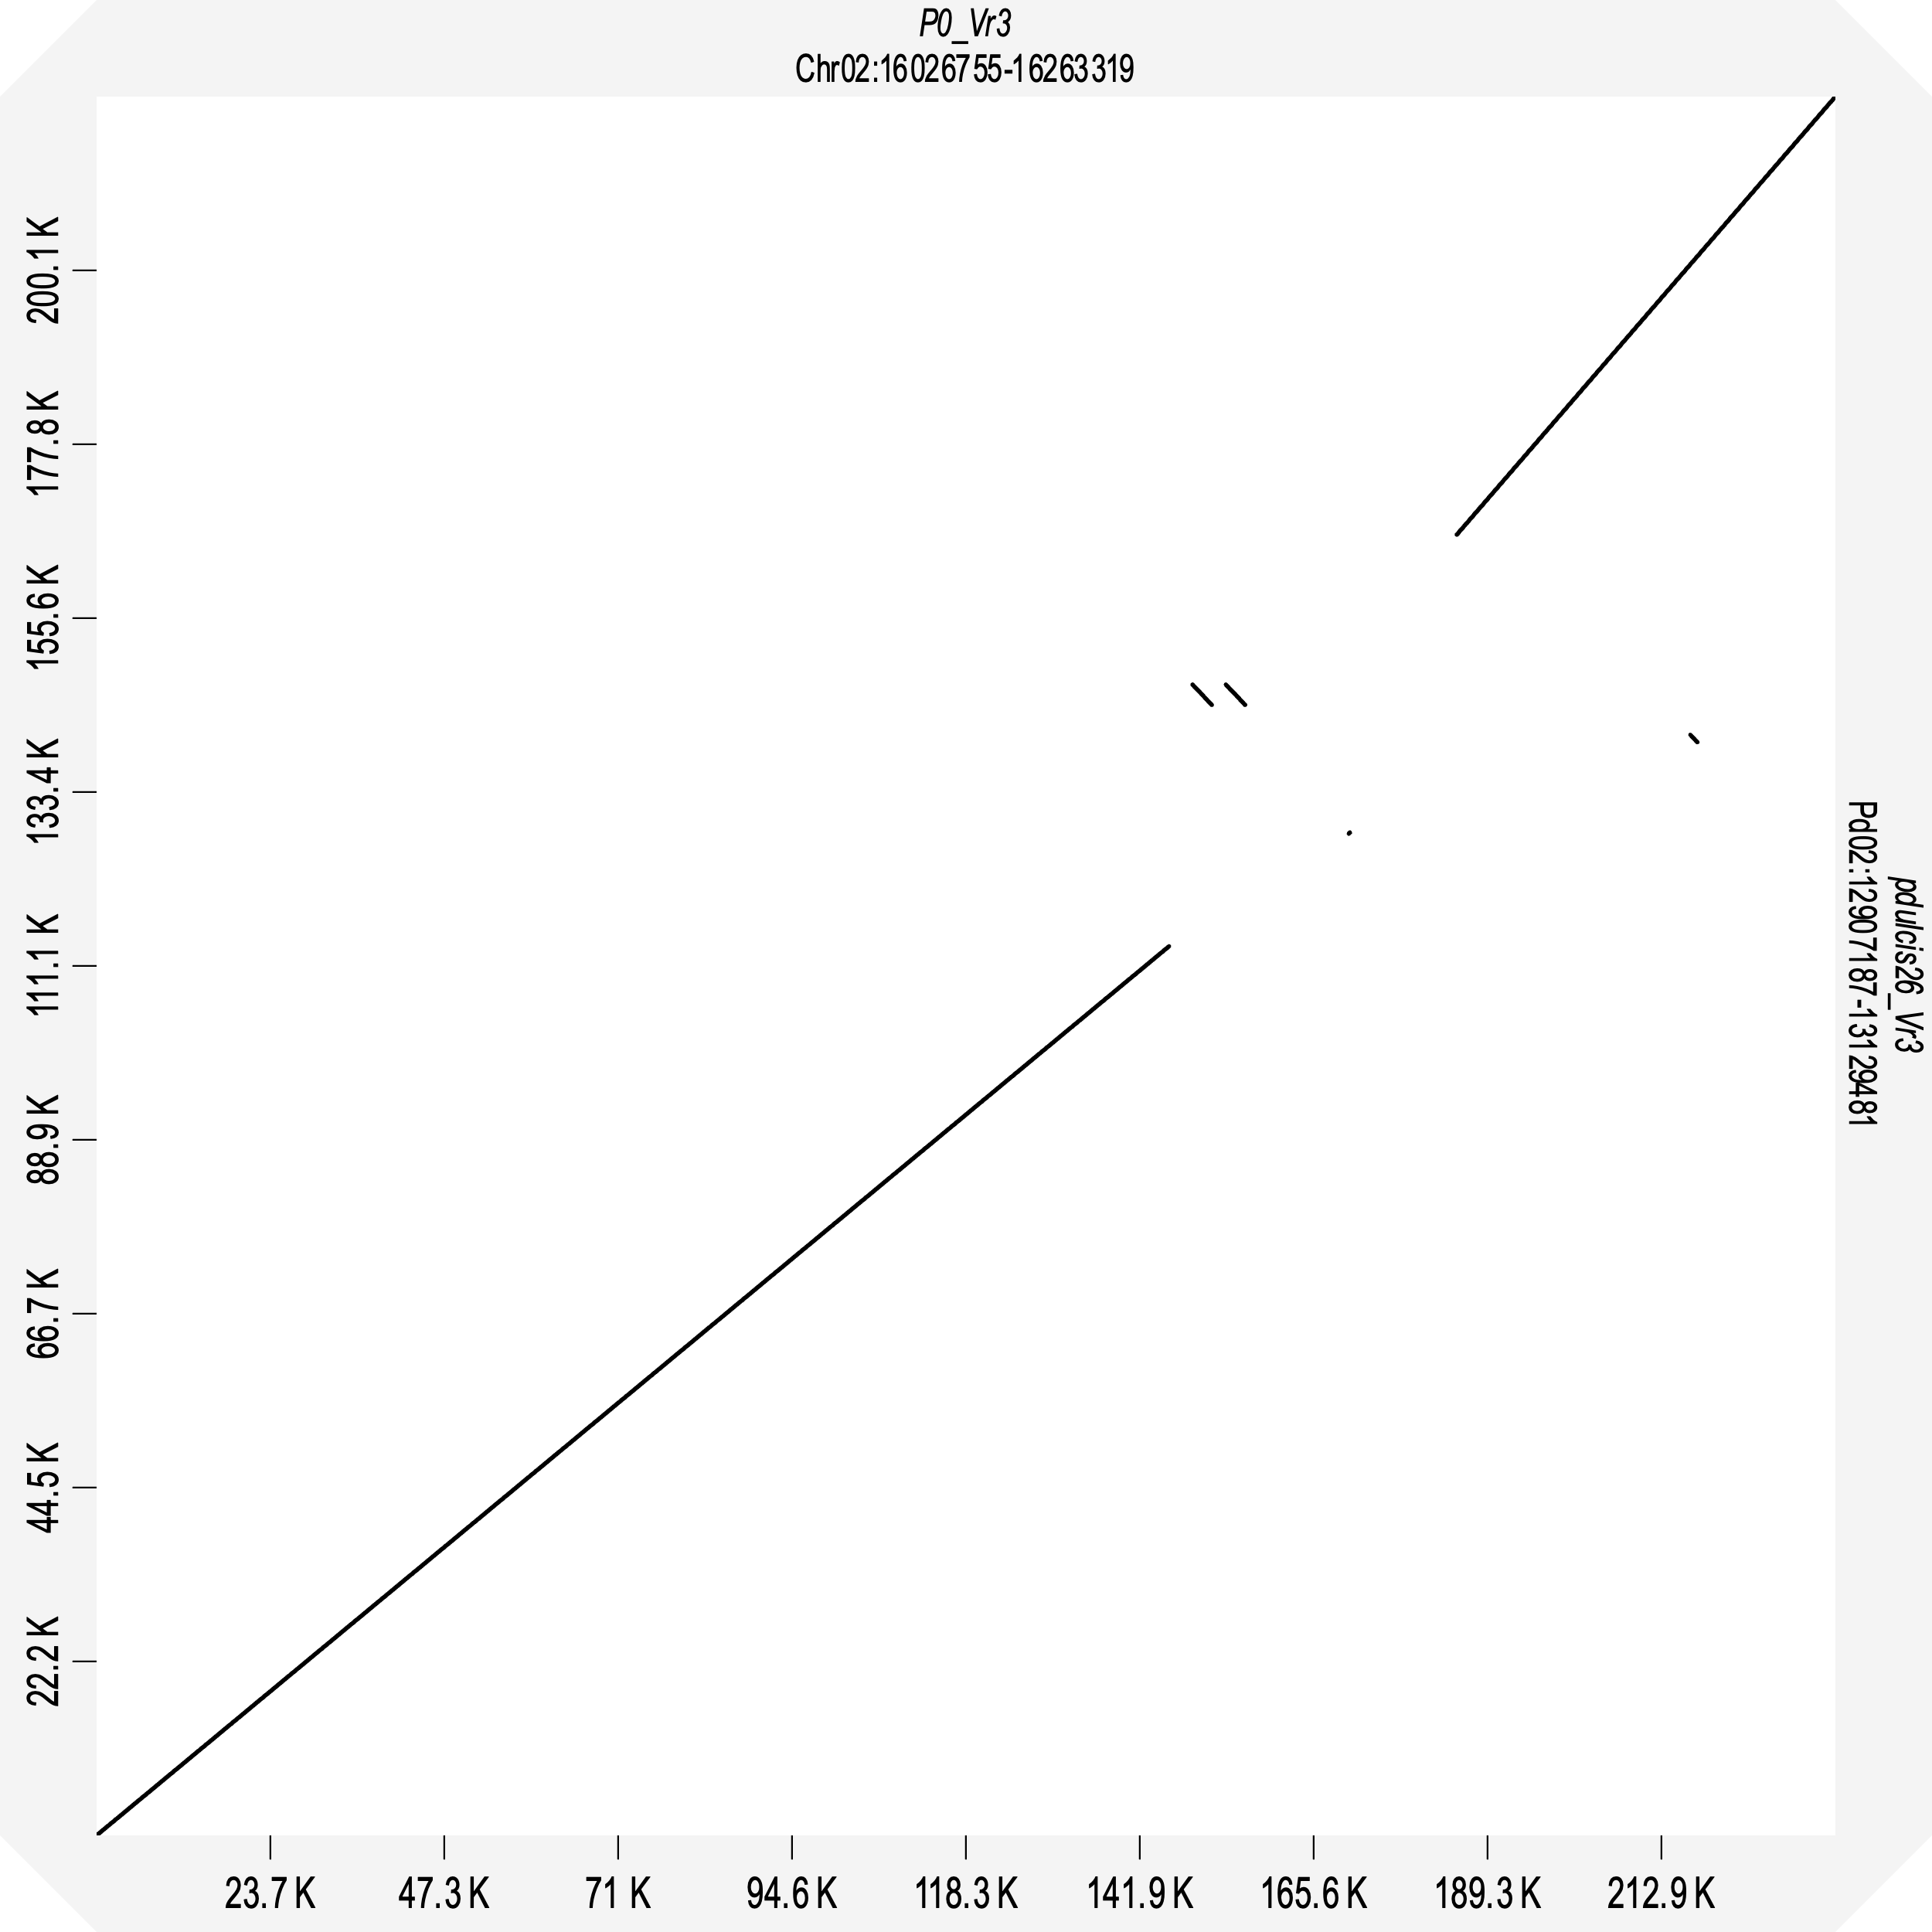

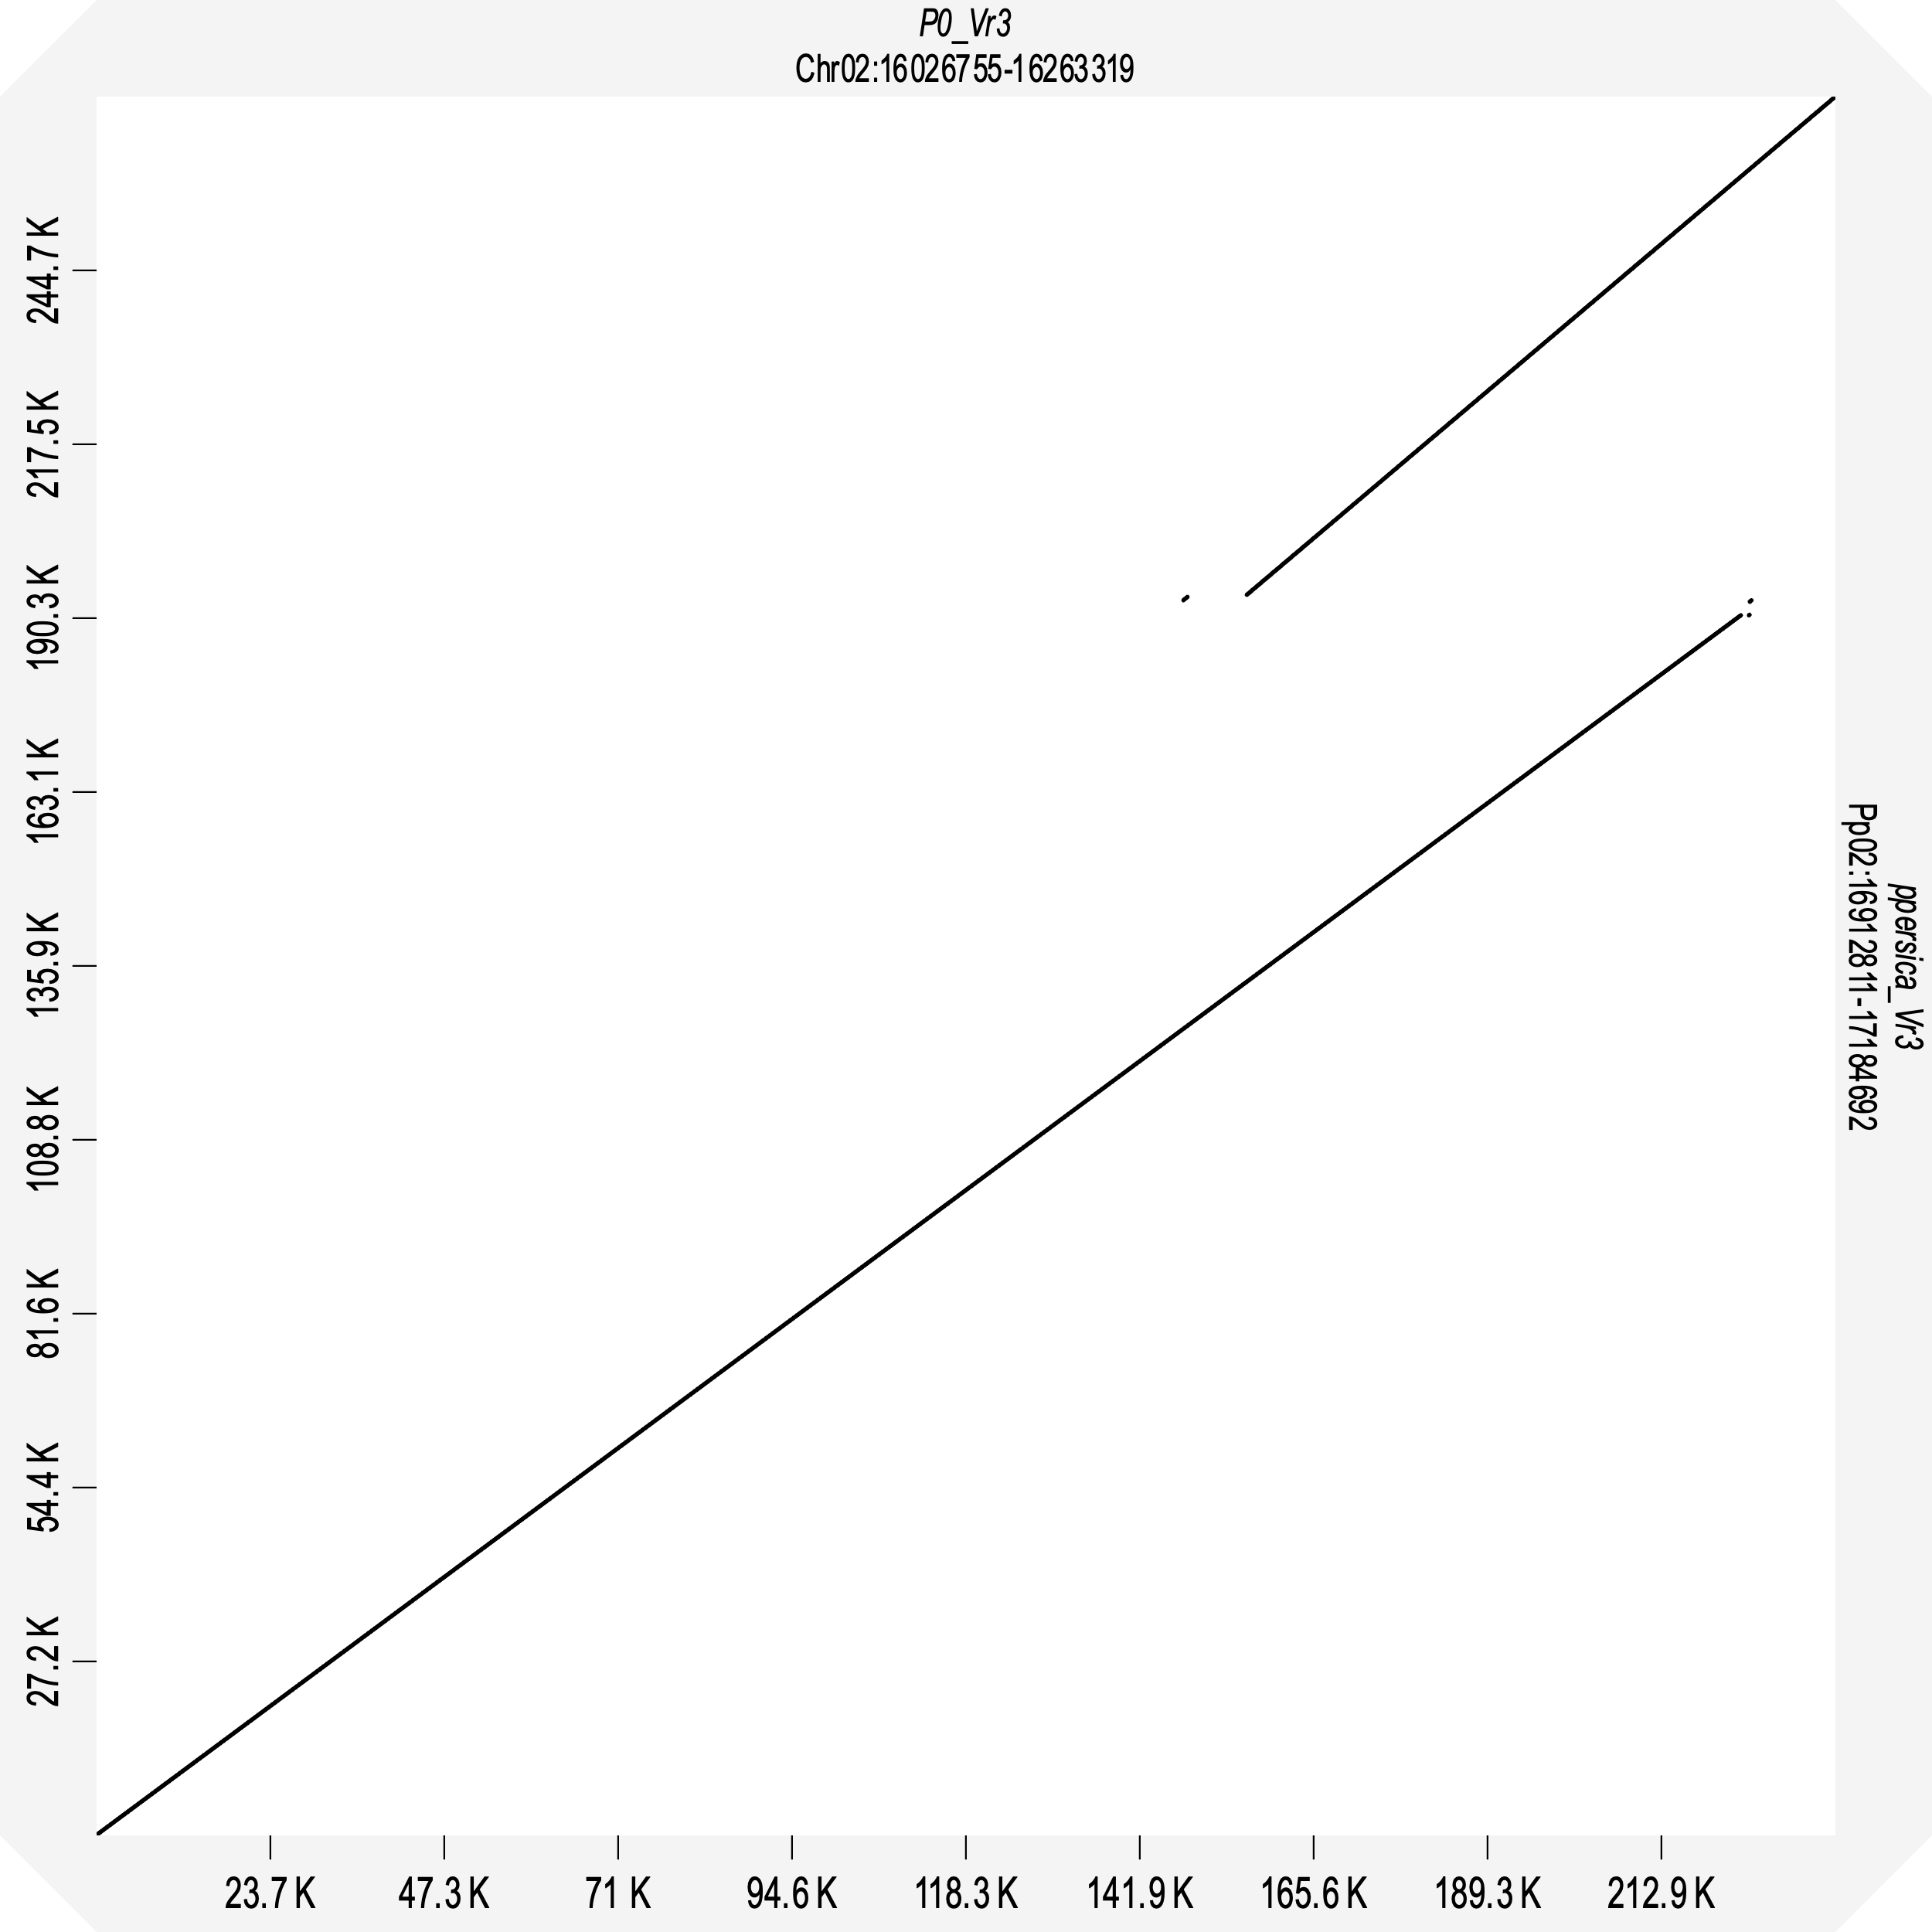

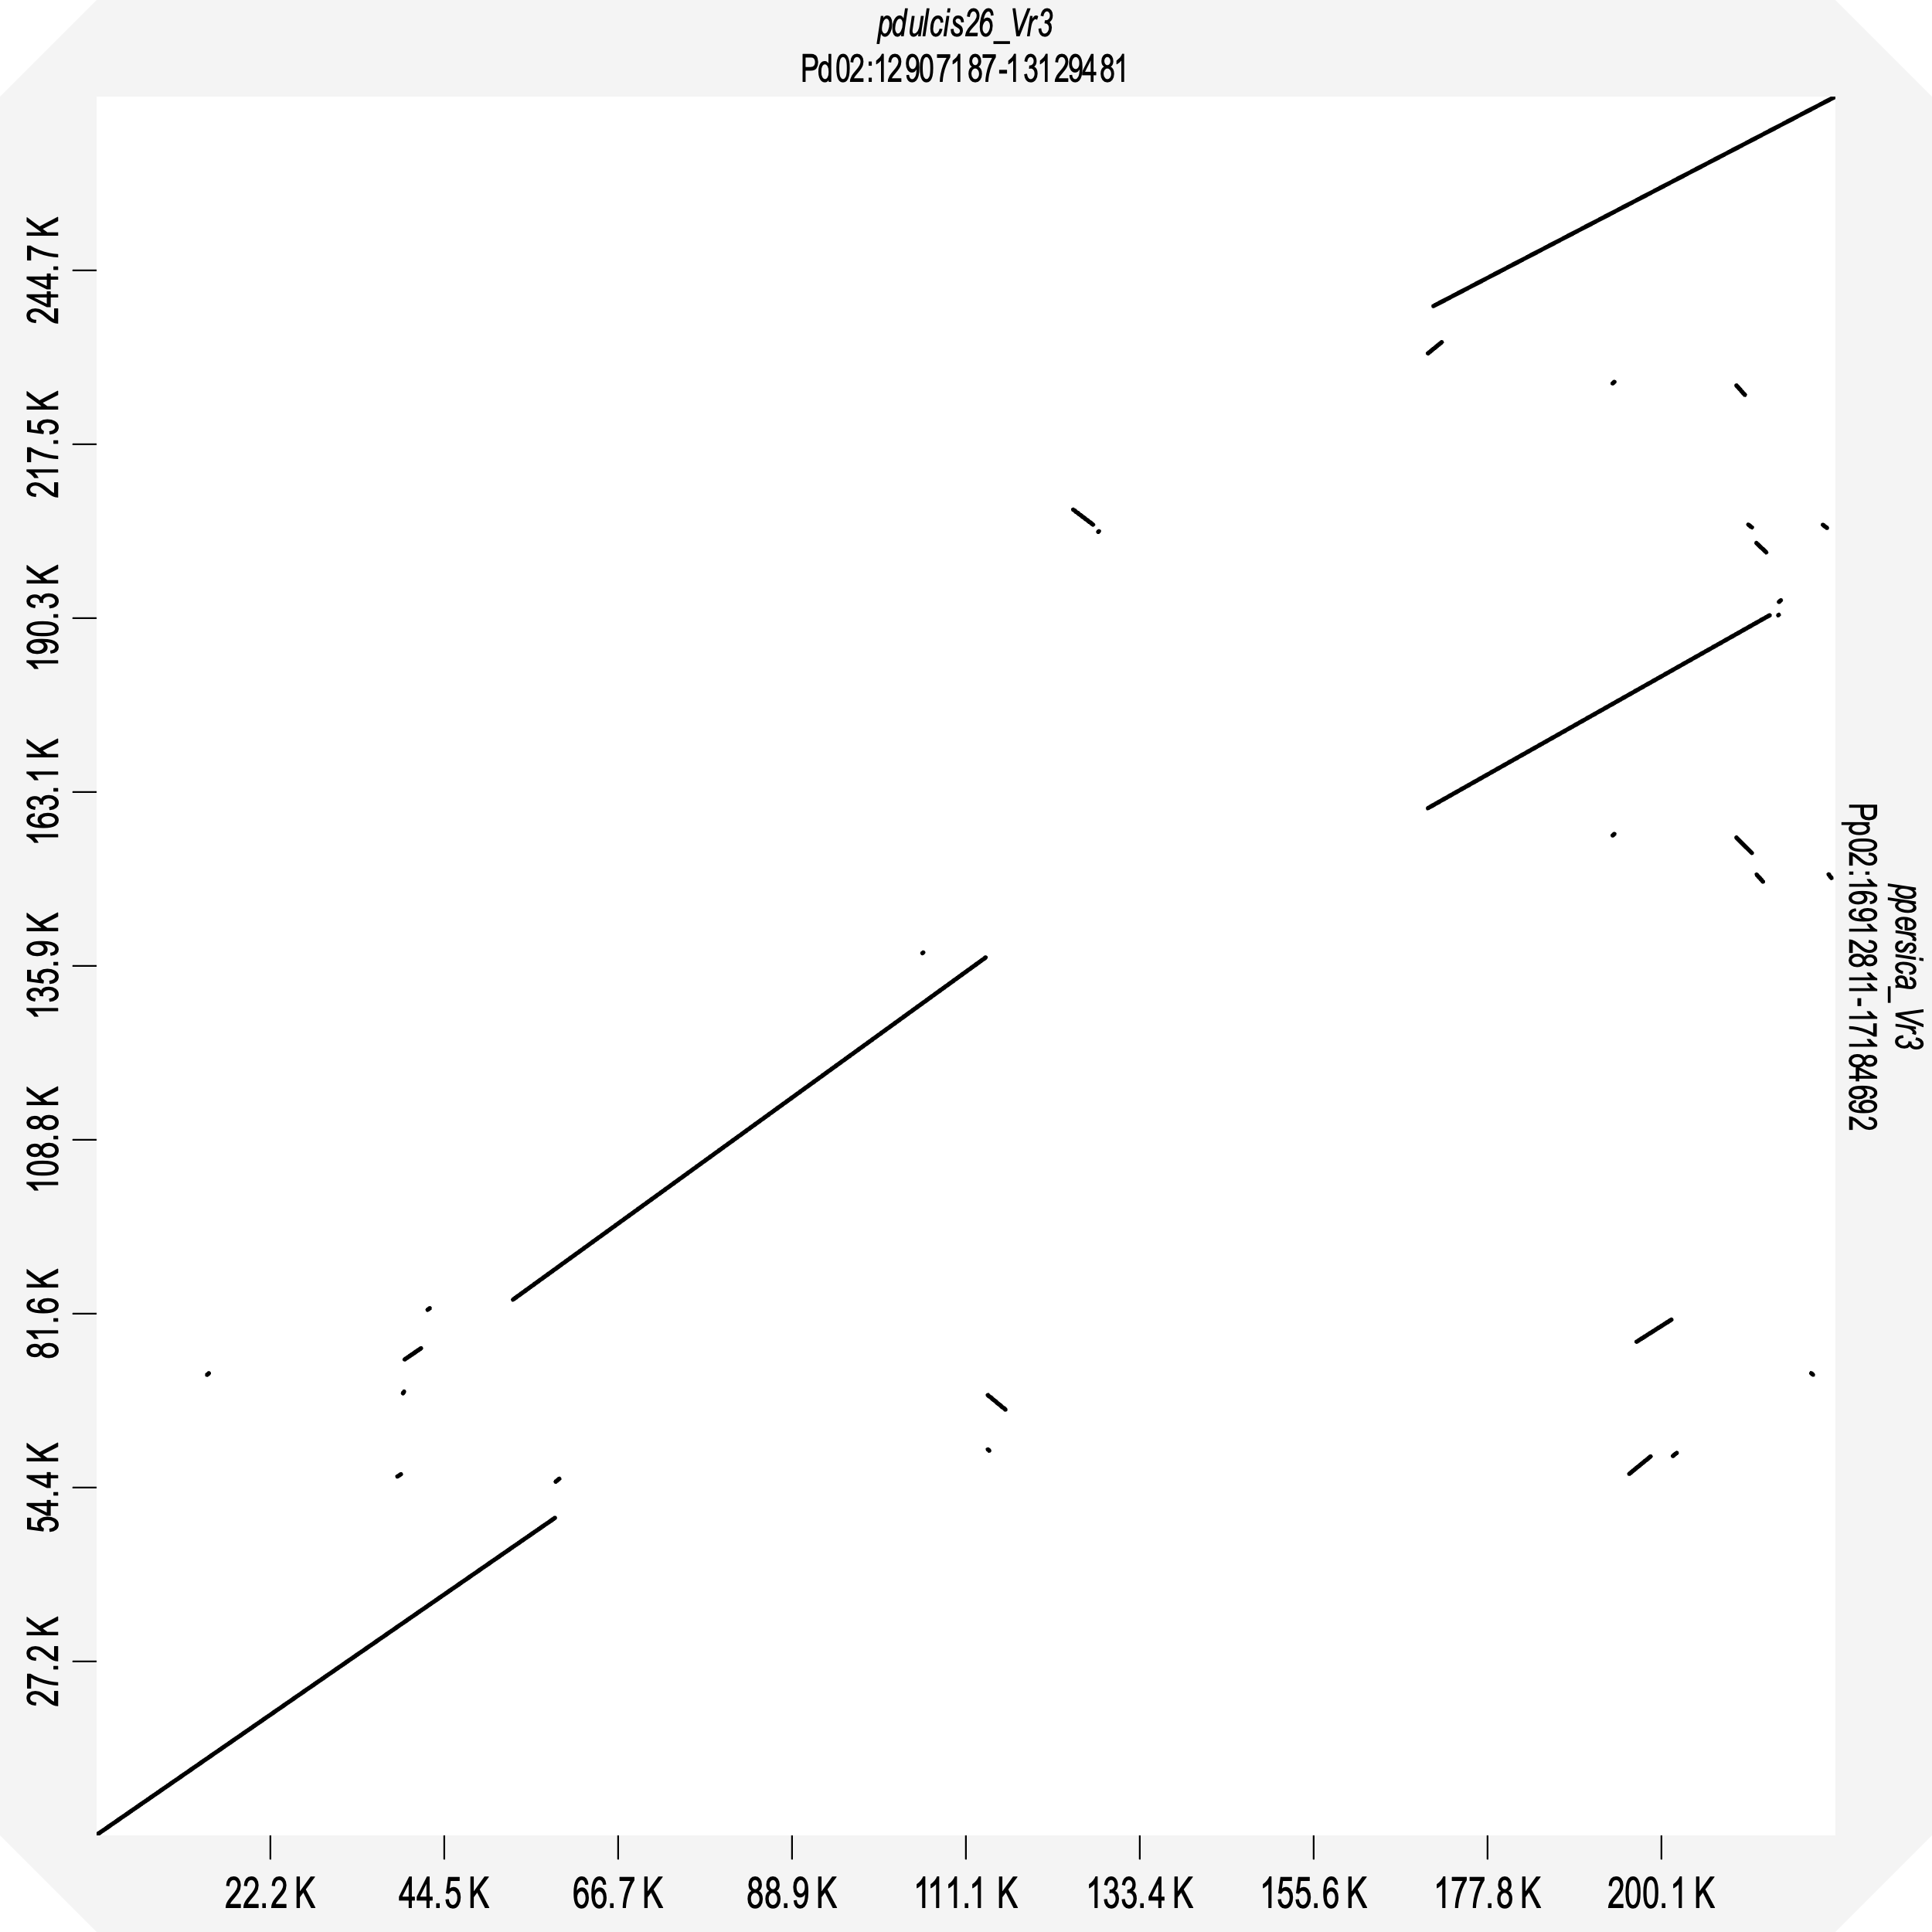

A

B

C

Supplementary Figure 4. Dotplot alignment of vr3 region present in chromosome 2: A) Texas v.3.0 (P0, horizontal) vs Texas v2.0 (vertical), B) Texas v.3.0 (P0, horizontal) vs Peach orthologous region (vertical), C) Texas v2.0 (horizontal) vs Peach genome (vertical). The new genome version is syntenic with that of peach, which carries a large duplication at the end of the region (B). By contrast, Texas v.2.0 version contains deletions, insertions, and unaligned regions (C).

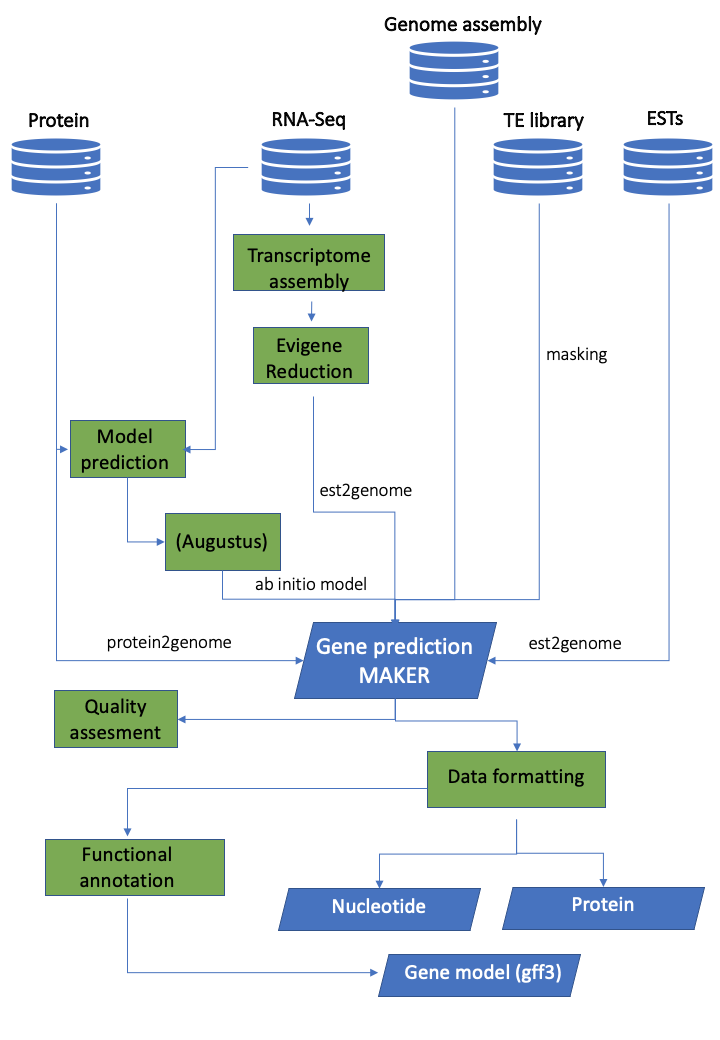

Supplementary Figure 5. Genome annotation pipeline.

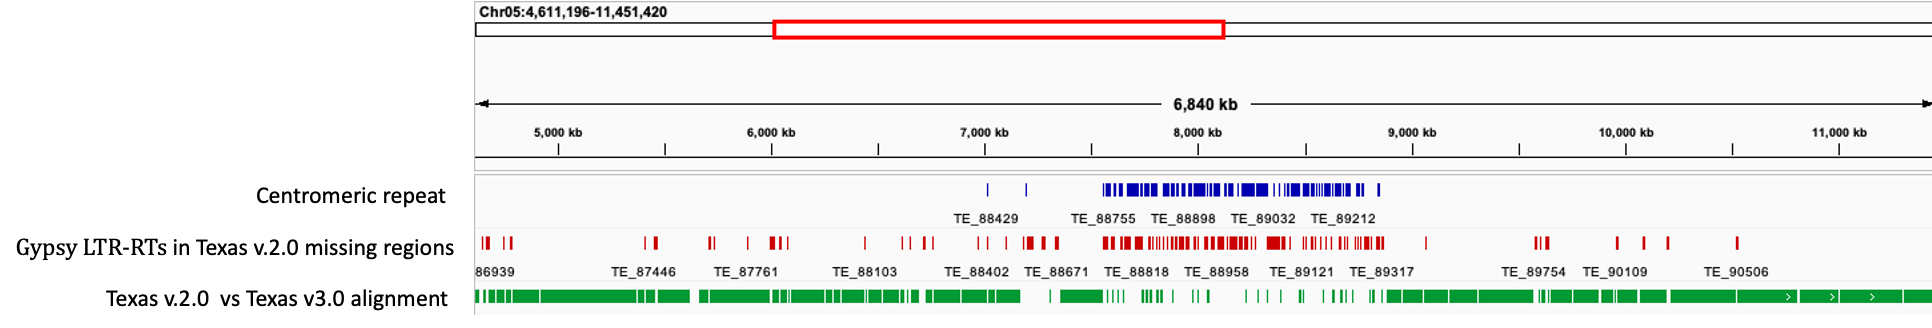

Supplementary Figure 6. Example of the enrichment of Texas v.3.0-specific Gypsy LTR-RTs in the potential centromere of Chr05. All these retrotransposons are absent in Texas v.2.0 assembly and fall in regions without genome alignment among the two assembly versions (in green).

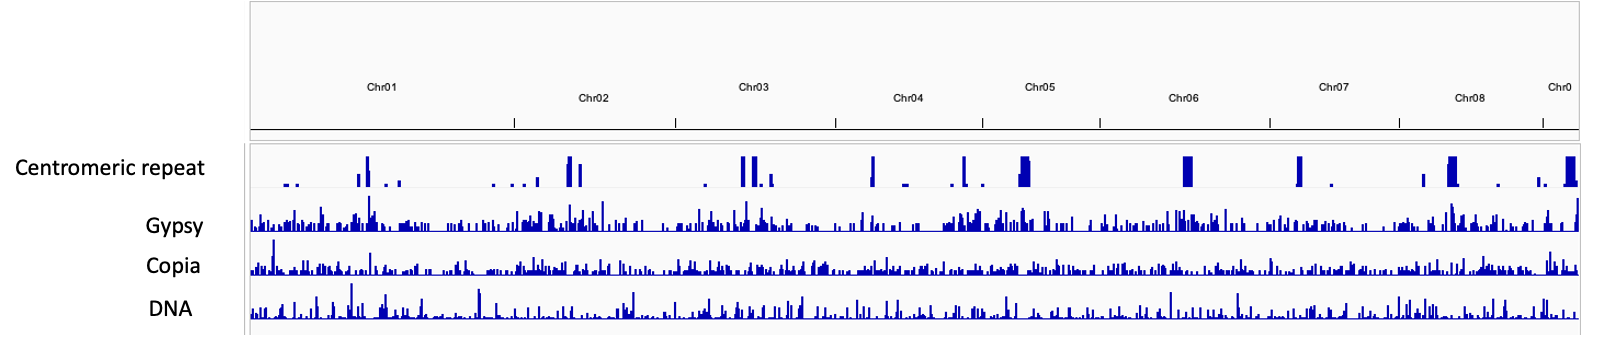

Supplementary Figure 7. Distribution of intact TE elements in the Texas v3.0 - P0 phase.

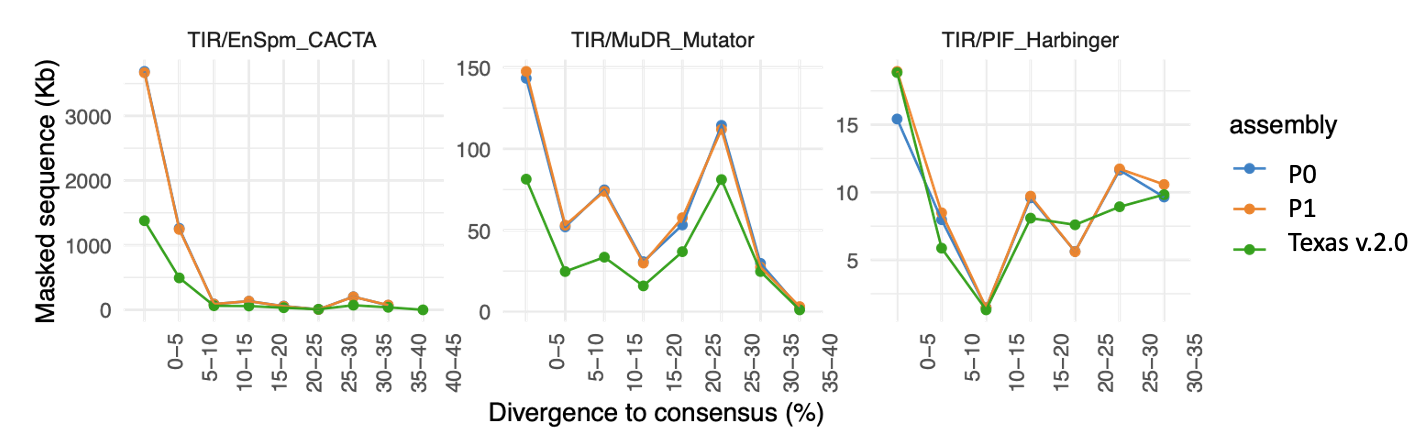

Supplementary Figure 8. Divergence of all TIR TE copies vs their respective consensus sequence.

Supplementary Figure 9. Length distribution of heterozygous insertions and deletions

TSD=CTAGT

P1_Chr05_657,234-658,033

P0_Chr05_620,728-631,827

gag

AP

RT

INT

98.7 %

TE_84251

P0-svim_asm.DEL.2261

96.0 %

97.0 %

TSD=GAGCT

P1_Chr05_2,997,899-2,998,706

P0_Chr05_2,977,997-2,989,809

RH

98.6%

TE_85837

P0-svim_asm.DEL.2273

97.5 %

98.5 %

TSD=GATGT

P1_Chr05_3,011,220-3,012,018

P0_Chr05_3,005,052-3,020,210

AP

RT

RH

INT

98.1 %

TE_85853

P0-svim_asm.DEL.2276

99.5 %

99.8 %

TSD=ACATA

P1_Chr05_3,908,154-3,908,934

P0_Chr05_3,986,805-3,997,890

gag

RT

RH

INT

99.4 %

TE_86503

P0-svim_asm.DEL.2293

98.3 %

97.5 %

TSD=AAGGG

P1_Chr05_4,021,026-4,021,838

P0_Chr05_4,112,044-4,123,264

98.5 %

TE_86566

P0-svim_asm.DEL.2295

99.3 %

98.2 %

TSD=TCCAA

P1_Chr05_4,545,655-4,546,449

P0_Chr05_4,782,411-4,791,932

IN

RH

RT

AP

gag

98.2 %

TE_87068

P0-svim_asm.DEL.2306

98.7 %

97,5 %

TSD=GATAC

P1_Chr05_10,121,731-10,122,516

P0_Chr05_10,377,551-10,384,924

gag

RT

RH

INT

99.5 %

TE_90424

P0-svim_asm.DEL.2340

99.0 %

99,8 %

TSD=GGTAA

P1_Chr05_10,185,266-10,186,069

P0_Chr05_10,447,818-10,454,137

gag

RT

RH

99.2 %

TE_90454

P0-svim_asm.DEL.2341

97.3 %

96,8 %

TSD=GAGAA

P1_Chr05_13,426,196-13,426,996

P0_Chr05_13,712,783-13,719,963

gag

RT

RH

INT

99.3 %

TE_93025

P0_svim_asm.DEL.2395

98.8 %

99.5 %

TSD=TGACT

P1_Chr05_15,139,742-15,140,541

P0_Chr05_15,460,431-15,467,728

gag

RT

RH

INT

99.3 %

TE_93634

P0-svim_asm.DEL.2414

98.5 %

99.8 %

TSD=TTTTC

P1_Chr05_17,174,723-17,175,542

P0_Chr05_17,561,609-17,567,337

gag

RT

RH

97.5 %

TE_94341

P0-svim_asm.DEL.2451

99.5 %

98.8 %

TSD=CTTTC

P1_Chr05_17,291,777-17,292,576

P0_Chr05_17,622,592-17,628,281

gag

RT

RH

100 %

TE_94374

P0-svim_asm.DEL.2455

100 %

100 %

TSD=CTCGT

P1_Chr05_18,462,419-18,463,228

P0_Chr05_18,772,122-18,778,492

gag

RT

RH

99.7 %

TE_94639

P0-svim_asm.DEL.2492

99.0 %

98.8 %

TSD=ATAGT

P1_Chr05_19,100,700-19,101,491

P0_Chr05_19,416,044-19,421,778

gag

RT

RH

98.9 %

TE_94853

P0-svim_asm.DEL.2508

97.3 %

97.5 %

TSD=AGTGC

P1_Chr05_20,116,799-20,117,592

P0_Chr05_20,429,600-20,438,221

gag

AP

99.8 %

TE_95323

P0-svim_asm.DEL.2521

99.5 %

100 %

TSD=GTTAC

P1_Chr05_20,347,234-20,348,029

P0_Chr05_20,642,567-20,657,957

RH

99.1 %

TE_95366

P0-svim_asm.DEL.2532

99.0 %

99.3 %

TSD=ACAAC

P1_Chr05_20,437,163-20,437,962

P0_Chr05_20,746,840-20,753,062

gag

RT

RH

97.8 %

TE_95398

P0-svim_asm.DEL.2535

100 %

100 %

TSD=GGAGA

P1_Chr05_20,604,012-20,604,813

P0_Chr05_20,914,974-20,920,826

gag

RT

RH

99.7 %

TE_95438

P0-svim_asm.DEL.2540

98.0 %

99.0 %

Supplementary Figure 10. Structure of insertions coinciding with polymorphic LTR-RT insertions. The identification number of the SV and the TE for each insertion is shown together with the positions in the P0 and P1 Texas v.3.0 assembly phases. A scheme of the LTR-RT and the position and sequence of the TSD (orange box) are shown. The sequence identity between the two LTRs of the LTR-RT and between the P0 and P1 sequences flanking the insertion (400nt) are also shown.

Supplementary Figure 11. Distribution of 3,148 TEs missing in Texas v.2.0 assembly but with conserved flanking regions based on the genome alignment.

Supplementary Figure S12. A) Distribution of heterozygous and homozygous LTR-retrotransposon insertion age. B) Population frequencies of heterozygous and homozygous TE insertions.

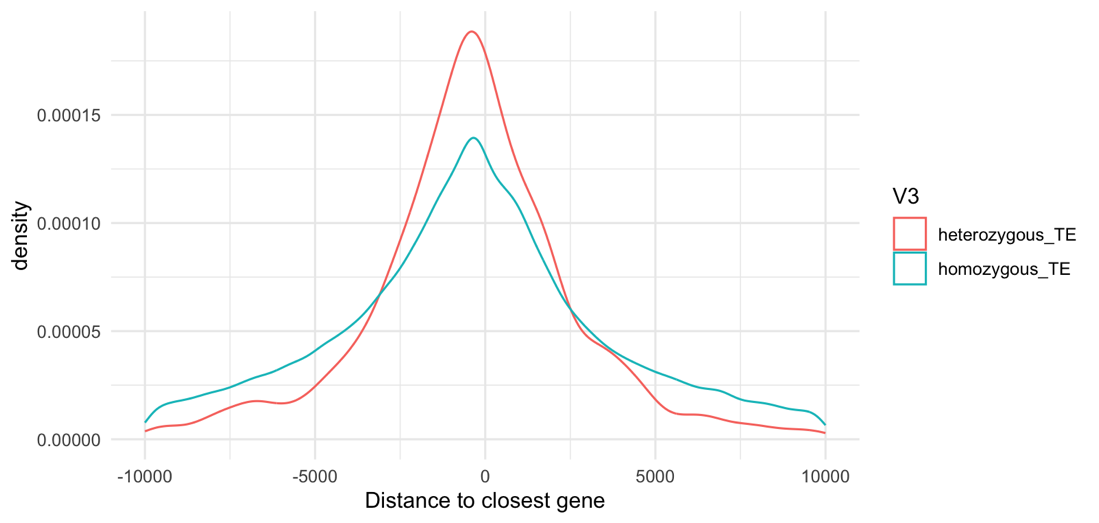

Supplementary figure 13. Distance of heterozygous and homozygous TE insertions to their closest gene. Elements overlapping gene regions are excluded.

Supplementary Table 1. Structural variants detected by SVIM-asm pipeline.

Supplementary Table 1. Structural variants detected by SVIM-asm

|  | P1-Texas v2.0 | P0 - Texas v2.0 | P1-P0 |
| --- | --- | --- | --- |
| Insertions | 5510 | 5543 | 3814 |
| Deletions | 5754 | 5725 | 3947 |
| Inversions | 9 | 10 | 5 |
| Tandem duplication | 112 | 109 | 100 |
| Interspersed duplication | 11 | 7 | 14 |
| Breakend candidates | 514 | 531 | 207 |

Supplementary Table 2. RNA-Seq datasets used for genome annotation.

| **Accession number** | **Species** | **Tissue** | **Source** | **Data type** |
| --- | --- | --- | --- | --- |
| LEAF_TEX1 | *P. dulcis* | leaf | *this study* | RNAseq |
| FLO_TEX1 | *P. dulcis* | flower | *this study* | RNAseq |
| FRU_TEX1 | *P. dulcis* | fruit | *this study* | RNAseq |
| SRR11251343 | *P. dulcis* | bud | NCBI SRA | RNAseq |
| SRR11251344 | *P. dulcis* | bud | NCBI SRA | RNAseq |
| SRR11251345 | *P. dulcis* | bud | NCBI SRA | RNAseq |
| SRR10189207 | *P. dulcis* | fruit | NCBI SRA | RNAseq |
| SRR10189208 | *P. dulcis* | fruit | NCBI SRA | RNAseq |
| SRR10189209 | *P. dulcis* | fruit | NCBI SRA | RNAseq |
| SRR6815287 | *P. dulcis* | root | NCBI SRA | RNAseq |
| SRR6815288 | *P. dulcis* | root | NCBI SRA | RNAseq |
| SRR6815289 | *P. dulcis* | root | NCBI SRA | RNAseq |
| RefSeq GCF_902201215.1 | *P. dulcis* | NA | NCBI genes | Protein |
| RefSeq GCF_000346465.2 | *P. persica* | NA | NCBI genes | Protein |
|  |  |  |  |  |

Supplementary Table 3. Heterozygous TE insertions

|  | **Detected** | | |
| --- | --- | --- | --- |
| **TE order** | **P0-specific** | **P1-specific** |  |
| TIR | 188 | 166 |  |
| MITE | 40 | 38 |  |
| RC/Helitron | 166 | 186 |  |
| LINE | 48 | 39 |  |
| LTR/Copia | 375 | 353 |  |
| LTR/Gypsy | 239 | 225 |  |
| LTR/unknown | 258 | 251 |  |

Supplementary Table 4. List of varieties used for TIP population analyses

| **SRA accession** | **Variety** | **Country** | **Continent** |
| --- | --- | --- | --- |
| ERR3366583 | Ai-2 | France | Europe |
| ERR3366585 | Belle dAurons-2 | France | Europe |
| ERR3366586 | Cristomorto | Italy | Europe |
| ERR3366588 | Desmayo largueta-2 | Spain | Europe |
| ERR3366589 | Falsa Barese | Italy | Europe |
| ERR3366590 | Genco | Italy | Europe |
| ERR3366591 | Marcona | Spain | Europe |
| ERR3366592 | Non-pareil | USA | North America |
| ERR3366593 | Ripon | USA | North America |
| ERR3366594 | Vivot | Spain | Europe |
| ERR4093803 | Texas | USA | North America |
| ERR4762264 | Del Cid | Spain | Europe |
| SRR3141032 | Shuang Guo | China | Asia |
| SRR3141040 | Zhi pi | China | Asia |
| SRR3141049 | Gong Ba Dan | China | Asia |
| SRR3141057 | Wan Feng | China | Asia |
| SRR3141065 | Ai Feng | China | Asia |
| SRR3141073 | Ba Dan Wang | China | Asia |
| SRR3141083 | Huang Shuang | China | Asia |
| SRR3141098 | A Yue Hun Zi | China | Asia |
| SRR3141113 | Tao Ba Dan | China | Asia |
| SRR3141181 | Da Ba Dan | China | Asia |
| SRR3141192 | Ye Er Qiang | China | Asia |
| SRR3141204 | Bian Zui He | China | Asia |
| SRR3141229 | Ao 2 # | USA | North America |
| SRR4036105 | #53 | USA | North America |
| SRR4036108 | Tardy Nonpareil | USA | North America |
| SRR4045222 | DPRU 1207.2 | USA | North America |
| SRR4045223 | Languedoc | USA | North America |
| SRR4045224 | DPRU 2331.9 | USA | North America |
| SRR4045225 | BE-1609 | USA | North America |
| SRR4045226 | Tuono | USA | North America |
| SRR4045227 | DPRU 2374.12 | USA | North America |
| SRR4045228 | Badam | USA | North America |
| SRR4045229 | DPRU 1462.2 | USA | North America |
| SRR7010336 | Lauranne | France | Europe |
| SRR7010337 | Alnem1 | France | Europe |
| SRR765679 | Ramillete | Spain | Europe |
| SRR765850 | D05-187 | Spain | Europe |
| SRR765861 | S3067 | Spain | Europe |

How the deposited data were processed for this re-analysis (not part of the article)

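RNA-seq of almond cv. Texas was used from 3 libraries of flower and 3 of fruit. The series also holds 6 peach libraries, which have no column in the tables used and were not analysed here. The deposited tables hold 18 columns of leaf values, which match no sample of the series and were not used here. The comparison of flower and fruit in peach was therefore not run.

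The authors deposited 4 tables. The table of gene expression holds estimated counts, which the authors made by mapping reads to transcript models with Bowtie2 and quantifying them with RSEM. The values are whole numbers and were used as deposited. The table of allele-specific counts holds the reads of the P0 and P1 alleles per gene, which the authors made by mapping reads to P0 with Hisat2 and counting at coding SNPs with ASEReadCounter. As reads were mapped to P0, reads that carry P1 bases can be lost. The other tables hold the authors' regularized log values, on the log2 scale, of the same 2 kinds of counts. In the allele table, equal counts of a gene had equal log2 values in every library (5695 sets of equal counts), so the authors' values carry no scaling for depth.

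Tests were run in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. For ASE, edgeR's quasi-likelihood test was fitted to the 12 allele columns with a term for each library and an allele effect for each organ, without scaling between alleles, on the 5737 genes with at least 10 reads summed over the columns. Contrasts were P0 against P1 in flower, in fruit and in their mean, and the difference between flower and fruit. For flower against fruit, counts were normalized by TMM, genes were kept by filterByExpr (19917 genes), and no block was used. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Shares of reads are given with 95% Wilson intervals where genes were counted. For shares, a count of 0 over the libraries of an organ is taken to allow up to 3 reads. Lower limits of fold ratios allow up to 3 reads in each library and are stricter.

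The library term compares the alleles within a library. The deviations of P0 and P1 from their group means correlated across genes within each library (0.202, 0.187, and 0.183 in flower and 0.501, 0.379, and 0.562 in fruit), and between -0.411 and -0.026 for alleles of different libraries of an organ. This pairing comes from the design, since both alleles are read from the same RNA.

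Named genes were the 2 with the largest log2 value in each direction of each test, among genes with an adjusted p under 0.05, at least 10 allele-specific reads in each of the 6 libraries and the same direction in every library of the organ. For the difference between organs, the allele shares of flower and fruit had to be without overlap. For flower against fruit, at least 10 counts in every library were required. The genes of the *Vr3* region in Supplementary Data 1 were added. This rule, the tests named above and most alternatives were fixed before the data were examined. DESeq2 with size factors of 1 and no library term, the fits of each organ alone without the library term, and for the PCA the leaving out of libraries and the other sets of ASE genes were chosen after seeing the data. The counts of genes called in flower or fruit, in a single organ and in both, the groups by depth, the genes with more than 10 reads in every library and the distances between columns were added afterwards. None of the identifiers matched the table of gene names, so genes are given by identifier.

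The models were tested on simulated data. Of 200 genes with a 2-fold allelic ratio among 5696 genes, the ASE model called 179 in flower, 173 in fruit and 190 in the mean of both, with 4, 8, and 7 unchanged genes called. Without the library term, the model called 0 of the 200 genes in each of these contrasts on the same simulated data. The spread between libraries was chosen for the simulation and not estimated from the data, so the size of this loss does not carry over to the deposited counts. The model of flower against fruit called 97 of 199 genes changed 2-fold among 19779, with 4 unchanged genes called.

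Alternatives covered the scaling between alleles, the tool, the filter on low counts, the library term, the dispersion, a fold threshold, equal library totals and leaving out each library. Groups of genes with TE insertions or SVs nearby were not analysed here, as no list of these genes was used. The median gene had 0.22 allele-specific reads for each read of the gene count table, which limits ASE calls to genes with enough informative reads.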

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

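In this part, the tests of depth, of gene copies and of abundant genes were chosen after the counts of called genes were seen, and only the splits of the libraries were set before.

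The allelic ratio differed between flower and fruit for 429 genes, by a test of the difference itself. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes, and no other split called any gene, but this design cannot give a share under 0.05. Equal library totals did not remove the difference. With libraries thinned to the smallest total, 409 genes were called on average (377 to 433 in 10 thinnings), which argues against the library totals as its cause. The reads of a single gene can still differ between organs, as in TexasF0_G4754 with 952 in flower and 8654 in fruit before thinning. Reads of other gene copies that reach the SNPs could create such a difference if a copy is active in a single organ. Genes that differed had more allele-specific than gene reads in 9.79% of cases, against 6.18% of other tested genes (odds ratio 1.65, Fisher's exact test, two-sided p = 0.00554). Comparisons that allow for depth were added after that result was seen. Within groups of similar depth the odds ratio was 1.24 (exact conditional test, p = 0.217), and among genes called in flower or fruit it was 0.92 (exact p = 0.717). Reads of gene copies and organ differences of the alleles cannot be told apart by this measure, since it goes with depth. A read covering several SNPs may also be counted more than once, which would raise the measure without any gene copy. Regulation of the alleles by organ stays open as a biological explanation and was not tested.

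Among the genes named by rule, the fitted differences were 8.98 on the log2 scale for TexasF0_G9523, 8.32 for TexasF0_G4754, -7.75 for TexasF0_G3801 and -4.34 for TexasF0_G11705 (flower minus fruit, edgeR). The sizes of 2 of them rest on almost no reads of an allele in fruit. TexasF0_G9523 had 0 reads of P0 there and TexasF0_G3801 had 1 of P1, so their order of size is not settled. If 3 reads of that allele are allowed in each fruit library, the fruit ratios are at least 31.1-fold and 42.6-fold. The share of up to 1.07% given above for TexasF0_G9523 allows 3 reads over all fruit libraries, which is a less strict limit. With DESeq2 and size factors of 1, TexasF0_G9523 had 8.08 and TexasF0_G4754 had 8.635. Each showed both alleles in the 3 flower libraries and nearly a single allele in the 3 fruit libraries. With libraries thinned to equal totals they were 8.79, 8.395, -7.54 and -4.16, and with TMM factors 8.72, 8.29, -7.74 and -4.35, and all stayed past the threshold. Equal library totals and scaling thus left these differences about as large. Reads of gene copies and a mixture of tissues in a sample were not tested on single genes and stay open.

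The paper does not report a comparison of gene expression between flower and fruit. In the deposited counts, 11068 of 19917 genes (55.6%) differed at an adjusted p under 0.05 (edgeR), 5488 higher in flower and 5580 in fruit, and 7686 of them by a log2 fold change of at least 1. The median log2 fold change over all tested genes was -0.06. With upper-quartile factors it was -0.21, and 42.2% of the called genes were higher in flower in place of 49.6%. Of the 10 splits of the libraries, 1 (the real one) gave as many genes and no other split called any, though the share cannot fall under 0.05 in this design. With libraries thinned to equal totals 10985 genes were called, and without the 26 genes that rank among the 10 most abundant of a library 11075 were called. These values argue against the library totals and against a few abundant genes as the cause. The test compared the organs, which is the biological difference the design names. Anything else that differed between the flower and fruit samples cannot be separated from organ here. TexasF0_G2678 had 7739 ± 615 CPM in flower and 0.474 ± 0.465 CPM in fruit, and TexasF0_G7099 7965 ± 560 and 1.83 ± 2.02 CPM (SD, n = 3). The fruit values are thus uncertain, and so is the size of these differences. When a library was left out, the log2 fold changes ranged from 13.64 to 15.18 for TexasF0_G2678 and from 11.65 to 13.53 for TexasF0_G7099. TexasF0_G15624 had 0.644 ± 0.097 CPM in flower and 103.6 ± 25.2 in fruit, and TexasF0_G11666 2.53 ± 0.537 and 239.5 ± 114 CPM (SD, n = 3). Each of these 4 genes was called in every alternative that was run, and the files do not pair their identifiers with names.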

How the results depend on the processing

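Scaling with TMM or centring on the median gene, robust dispersion, no filter, at least 10 reads in each library and equal library totals kept all counts of ASE genes within 1.5 times of the reported ones. Settings that moved a count further follow, and their cause in the deposited counts was not tested except where the setting itself removes genes. In simulated counts, the fit without the library term called 0 of 200 genes with a 2-fold ratio, where the fit with it called 179 in flower. Without the library term (no replicate block), 482 genes were called in flower, 416 in fruit, 762 in their mean and 34 for the difference, and 651 in flower or fruit with 404 in a single organ. Of the genes called so, 481 in flower and 415 in fruit were among the reported calls. With DESeq2 and its own size factors the counts were 910, 776, 1174 and 264, with 1207 in flower or fruit and 728 in a single organ. With DESeq2 and size factors of 1, the difference was called for 270 genes and 753 genes were called in a single organ. A log2 ratio of at least 1, which removes genes by construction, left 608, 538, 584 and 229 genes, with 843 in flower or fruit and 540 in a single organ. The following settings were chosen after seeing the data. DESeq2 with size factors of 1 and no library term gave 565, 504, 861 and 78 genes, with 777 in flower or fruit and 485 in a single organ. Each organ fitted alone without the library term gave 872 genes in flower and 227 in fruit with edgeR, and 813 and 351 with DESeq2 and size factors of 1.

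Over the 6 fits that each left out a library, the count of differing genes ranged from 285 (without replicate 2 of flower) to 370, and the counts for flower, fruit, their mean, flower or fruit, a single organ and both organs stayed within 1.5 times. The share of ASE genes with higher P0 stayed above 50% and past the exact binomial test in every setting for which it was computed, which leaves out the fits of each organ alone. It was 52.8% in flower and 53.7% in fruit with TMM factors, 54.4% and 55.02% after centring, and 56.3% and 56.6% with the size factors of DESeq2, against 67.3% and 67.1% without scaling. The number of genes with opposite alleles in the organs, 63, fell to 4 without the library term, to 32 and 30 with DESeq2 (size factors of 1 and its own), to 9 with a log2 ratio of at least 1 and to 7 with DESeq2, size factors of 1 and no library term. It ranged from 39 to 60 when a library was left out, with 39, 40, and 40 without flower replicates 1, 2, and 3 and 41 without fruit replicate 2. The number of genes called in both organs, 774, fell to 247 without the library term, 479 with DESeq2 and its own size factors, 303 with a log2 ratio of at least 1 and 292 with DESeq2, size factors of 1 and no library term.

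In the PCA of all genes, the share of the first component between organs was 99.87% with log2 (CPM + 1) and 99.59% on the most variable genes alone, and ranged from 99.68% to 99.82% when a library was left out. For the ASE genes these values were 99.84%, 97.63%, and 97.83% to 99.08%. On the ASE genes called without the library term it was 0.943%, and on those with a log2 ratio of at least 1 it was 13.1%, both chosen after seeing the data. In both sets the first component then separated the alleles.

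Between flower and fruit, the count of called genes stayed within 1.5 times in all settings. The replicate numbers do not pair flower and fruit, as the deviations of same-numbered libraries correlated by 0.0395, -0.1, and 0.0984. With the replicate number as a replicate block, 10208 genes were called. The median expression was 8.90 in flower and 9.05 in fruit on genes with at least 1 count in every library, and 3.02 and 3.46 as log2 (CPM + 1), which are other scales or gene sets by construction. Among the named genes, 420 of the values under alternatives kept their direction and side of the threshold, 16 lost the threshold, 2 passed it and 2 changed sign. Both changes of sign were in TexasF0_G8096, which was not called, with log2 fold changes of 0.051 and 0.339 without replicate 3 of flower and without replicate 1 of fruit (reported value -0.10, range -0.32 to 0.339 over the 6 fits).

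Depth limits ASE calls to large ratios in genes with few reads. The comparison of flower and fruit in peach was not run.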

Differences from the paper's values

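The paper gives 493 ASE genes in flower, and 1438 were called here. With DESeq2, the paper's tool, size factors of 1 and the library term, 977 were called. As the paper does not print its model formula or size factors, a setting with a closer count is not shown to be its model. The authors' regularized log values of the alleles carry no scaling for depth, which argues against scaling but leaves the formula open. This holds for the counts below as well. Among the alternatives set before the data were examined, the fit without the library term (482 genes) and a log2 ratio of at least 1 (608) came within 1.5 times of the paper's value, and the others did not. DESeq2 with size factors of 1 and no library term, chosen after seeing the values, gave 565 genes.

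The paper gives 271 ASE genes in fruit, and 1257 were called here. With DESeq2, size factors of 1 and the library term, 842 were called. None of the alternatives set before the data were examined came within 1.5 times. Chosen after seeing the values, fruit fitted alone without the library term gave 227 genes with edgeR and 351 with DESeq2 and size factors of 1. The same settings gave 872 and 813 genes in flower, over 1.5 times the paper's value there.

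The paper gives 579 genes, or 9.3%, with ASE in at least one organ, leaf included. Here 1921 genes, or 31.1% of the genes in the table, were called in flower or fruit. With DESeq2, size factors of 1 and the library term, 1286 genes (20.8%) were called. The fit without the library term gave 651 genes (10.5%) and a log2 ratio of at least 1 gave 843 (13.6%), both within 1.5 times of the paper's value, while the other alternatives set before the data were examined were not. These settings were set before the data were examined for the counts of each organ, and applied to this count afterwards. DESeq2 with size factors of 1 and no library term, chosen after seeing the values, gave 777 genes.

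The paper gives 383 genes with ASE in a single organ of 3, and 1147 were called in a single organ of 2 here. The fit without the library term gave 404, a log2 ratio of at least 1 gave 540, and DESeq2 with size factors of 1 and no library term, chosen after seeing the values, gave 485. The other alternatives did not come within 1.5 times.

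The paper states that the first component of the PCA on ASE genes separated the haplotypes and the second the organs. Here 98.6% of the first component lay between organs and 98.8% of the second between alleles. On the genes called without the library term, chosen after seeing the values, the first component lay between alleles (98.9%). On the genes with a log2 ratio of at least 1, also chosen after seeing the values, 86.6% of it did.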

Other observations

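In this part, the splits, the thinning of the libraries and the centring were set before the data were examined, and the tests by size of the ratio, of neighbouring genes and of runs of genes were chosen after the results were seen.

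The 2 alleles were exchanged within libraries to ask how many ASE genes arise by chance. For the mean of flower and fruit, 1797 genes were called, and 1 of the 32 splits (the real one) gave as many, the next giving 429. This next count equals that of the difference between organs, because exchanging the alleles in all libraries of an organ turns the mean into the difference. For flower and for fruit alone, 1 of the 4 splits gave as many genes, the real one, and no other split called any, but 4 splits cannot give a share under 0.05.

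More ASE genes were called in flower than in fruit, with a ratio of 1.14. With libraries thinned to equal totals the ratio was 1.07 on average (1.05 to 1.09 in 10 thinnings). The ratio was under 1.5 before thinning, so the limit set for this test decides nothing. It stayed above 1 in each thinning, so a part of the excess went with the library totals and a part did not. The range covers the thinning only and not the spread between libraries, so the part that remained is not assigned to the organs. With each organ fitted alone, 1630 genes were called in flower and 1127 in fruit. Without flower replicate 1, 2 or 3 the order was reversed. Flower then had 1038, 1018 and 1028 genes against 1190, 1170 and 1225 in fruit, though from fewer libraries. Flower stayed higher when a fruit library was left out. The order thus depended on the libraries used.

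ASE genes were more often higher for P0 than for P1. A uniform gain from mapping to P0 was removed by centring each library on its median gene. After this, 54.4% of the genes called in flower were higher for P0 (95% Wilson interval 51.7 to 57.0) and 55.02% of those called in fruit (52.2 to 57.8), which argues against a uniform gain as the whole cause. Most of the excess over equal shares was gone after centring. Centring balances the genes around the median whatever the cause, so this fall does not show how much came from mapping. In flower, the excess that was left lay mostly in the genes with large ratios. Among the 338 genes with the largest ratios 63.0% were higher for P0 in flower (57.8 to 68.0), against 50.9% among the 338 with the smallest (45.6 to 56.2). The 2 groups between them had 51.2% and 52.5%. In fruit the shares from the largest to the smallest ratios were 60.8% (55.2 to 66.2), 53.7%, 55.1%, and 50.5% (44.9 to 56.2), so the excess was more spread and the intervals overlapped. Centring also draws the genes with small ratios towards equal shares. The excess of P0 among genes read from a single allele had been seen before this test was chosen. A loss of the P1 reads that differ most from P0 and P1 alleles that are truly silent cannot be told apart by these values. Mapping the reads to P1 as well would separate them.

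Gene numbers are grouped by chromosome, as only 1 of 2261 genes with a chromosome in their name was placed apart from its neighbours. The 28 listed genes of the *Vr3* region are numbered in the order of their positions. The order within chromosomes was not checked elsewhere, and it is assumed where genes with consecutive numbers are taken as neighbours. For genes with consecutive numbers, the log2 allelic ratios correlated with Spearman's rho of 0.067 over 2944 pairs across genes (permutation test with 100000 permutations, one-sided p = 0.00019), and 0.039 at a distance of 2 genes. At distances of 3, 4, and 5 genes rho was -0.0025, -0.0036, and 0.018. The correlation was examined at 5 distances and the first was tested. A shared cis region may explain this weak correlation, and reads shared by tandem copies stay open.

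Genes with allele-specific counts were not spread evenly. The table of counts covers 21.2% of the 29183 gene models, yet 19 runs of 100 or more consecutive gene models hold no such gene, 2808 gene models in all. The longest is a run of 348 gene models on chromosome 1, from TexasF0_G1903 to TexasF0_G2257. In 10000 shuffled gene orders the longest run was 80. Low expression does not account for the longest run, as 53.7% of its genes had at least 10 reads in every flower and fruit library, against 59.4% of all gene models. In the next run, of 230 gene models on chromosome 8, this share was 24.8%. Few differences between P0 and P1 in these regions, or regions without a phased haplotig, are candidate explanations that were not tested, as no sequence was used here.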
